# Effects of defined voluntary running distances coupled with high‐fat diet consumption on the skeletal muscle transcriptome of male mice

**DOI:** 10.14814/phy2.70170

**Published:** 2025-01-16

**Authors:** Afrina Brishti, Sarah J. Johnson, Daniel G. Palmer, Md Obayed Raihan, Lin Yan, Shanon L. Casperson

**Keywords:** high‐fat diet, skeletal muscle, transcriptome, voluntary exercise

## Abstract

Exercise counters many adverse health effects of consuming a high‐fat diet (HFD). However, complex molecular changes that occur in skeletal muscle in response to exercising while consuming a HFD are not yet known. We investigated the interplay between diverse exercise regimes and HFD consumption on the adaptation of skeletal muscle transcriptome. C57BL/6 male mice were randomized into five groups—one sedentary control group and four exercise groups. The exercise groups consisted of an unrestricted running group (8.3 km/day) and three groups that were restricted to 75%, 50%, or 25% of unrestricted running (6.3, 4.2, and 2.1 km/day, respectively). Total RNA was extracted from frozen gastrocnemius muscle for transcriptome analyses. DEG counts were 1347, 1823, 1103, and 1107 and there were 107, 169, 67, and 89 unique genes present in the HFD‐25%, HFD‐50%, HFD‐75%, and HFD‐U, respectively. Comparing exercise groups, we found that exercising at 50% resulted in the most differentially expressed transcripts with the MAPK and PPAR signaling pathways enriched in down‐ and up‐regulated genes, respectively. These results demonstrate that running distance impacts the adaptation of the skeletal muscle transcriptome to exercise and suggest that middle‐distance running may provide the greatest protection against high‐fat diet‐induced stress coupled with exercise.

## 1 INTRODUCTION

A significant percentage of Americans regularly ingest a high‐fat diet (a hallmark of the Western Diet) which can lead to innumerable health issues (Campodonico‐Burnett et al., 2020; Rakhra et al., 2020; Shan et al., 2019; Simoes et al., 2020; Woodie et al., 2020). Regular exercise has been shown to reverse many of the negative effects of ingesting a high‐fat diet (Kawanishi et al., 2015; Kim et al., 2016; Lambert et al., 2018; Liu et al., 2015; Touati et al., 2011). Several studies have investigated the interactions of a high‐fat diet and exercise and how this interaction relates to gene expression at the transcriptome level. Xiao et al. (2017) found that exercise capacity is decreased by 71% after only 3 days of consuming a high‐fat diet. Genes involved with immune response were significantly enriched in brain, spleen, and lung tissue while genes related to circulatory system processes and neurotransmission pathways were downregulated in the lung and brain, respectively (Xiao et al., 2017). Messaoudi et al. (2017) conducted a study where rhesus macaques were fed a high‐fat diet for 6 months then fed an energy‐restricted diet for 4 months. They found that while energy restriction resulted in significant weight loss and a decrease in insulin resistance, the dysregulation of genes in skeletal muscle caused by ingestion of a high‐fat diet did not return to healthier levels without exercise. This dysregulation of gene expression included sustained activation of the transforming growth factor beta gene network and enrichment in extracellular matrix remodeling pathways as well as downregulation of genes associated with nutritional processes and muscle structure development (Messaoudi et al., 2017). Pérez‐Schindler et al. (2017) found that pathways involved with remodeling of the extracellular matrix and processes involved with the cellular response to an insulin stimulus were significantly enriched in the skeletal muscle of mice fed a high‐fat diet for 10 weeks after a single bout of maximal exercise. However, gene differentiation in skeletal muscle and the AMPK and PPAR pathways were significantly enriched in control mice in response to a single bout of maximal exercise (Pérez‐Schindler et al., 2017).

The aforementioned studies demonstrate that a high‐fat diet quickly alters the tissue transcriptome resulting in major negative impacts to health. Without exercise, those effects persist even if the diet is changed to be more healthful (Messaoudi et al., 2017; Pérez‐Schindler et al., 2017; Xiao et al., 2017). Ingestion of a high‐fat diet also alters how the body responds to exercise at the transcriptome level. However, when studies involve forced exercise (like acute maximal exercise) a stress response is created that alters the expression of a myriad of molecular pathways (Conner et al., 2014; de Nadal et al., 2011; Hayes et al., 2008; Knab et al., 2009). By using voluntary rather than forced exercise the effects of a stress response are removed and the interplay between ingesting a high‐fat diet and regular exercise can be more clearly elucidated. Therefore, the primary objective of this study was to investigate how daily voluntary aerobic exercise when coupled with ingestion of a high‐fat diet alters the skeletal muscle transcriptome. Of interest is the potential for a dose–response relationship between defined amounts of exercise and ingestion of a high‐fat diet.

We previously reported a dose–response relationship between daily voluntary running of defined distances and reductions in adiposity and its associated inflammation and improvements in insulin sensitivity in mice fed a high‐fat diet (Yan et al., 2017). Specifically, running 8.3 and 6 km/day for 12 weeks resulted in significant loss of fat mass while running 4.2 and 2.1 km/day did not when compared to sedentary mice fed a high‐fat diet. But running only 2.1 km/day was enough to significantly lower the plasma concentration of monocyte chemotactic protein‐1 (MCP‐1) to that observed in sedentary mice fed a AIN93G diet. These findings demonstrate that daily voluntary running of defined distances differentially offsets the deleterious effects of ingesting HFD. To gain a deeper understanding of these differential effects, we analyzed the transcriptome (RNA‐seq) of the gastrocnemius muscle collected in this study. The transcriptome of the gastrocnemius muscle was analyzed because of its significant engagement in exercise movements and its stronger adaptive response to persistent exercise (Schoenfeld et al., 2020).

## 2 MATERIALS AND METHODS

### 2.1 Animals and diets

Three‐ to four‐week‐old male C57BL/6 mice (Harlan, Madison, WI, USA) were housed in a pathogen‐free room at 22 ± 1°C on a 12:12 h light–dark cycle. The parent study was limited to males due to differing responses of female mice to exercise and high‐fat‐diet (Glenmark et al., 2004; Holcomb et al., 2022; Oydanich et al., 2019; Toniolo et al., 2024). Mice were provided with a standard AIN93G diet during acclimation period and a high‐fat diet (HFD) providing 16% and 45% of energy from soybean oil during experimental period. Both pelleted diets were prepared by our in‐house animal diet kitchen staff following the AIN93G formulation (Reeves et al., 1993). The exact composition of the diets is presented in Table 1 and the pelleted diets were stored at −20°C (Yan et al., 2017). Fresh pellets and deionized water were provided to mice every other day. All procedures with experimental animals were approved by the Department of Agriculture, Agricultural Research Service, Grand Forks Human Nutrition Research Center Institutional Animal Care and Use Committee (11/12/2015).

**TABLE 1:** Composition of experimental diets.

	High‐fat diet	AIN93G
Ingredients, g/kg		
Corn starch	42.5	397.5
Casein	239.4	200
Dextrin	239.4	132
Sucrose	119.7	100
Soybean oil	239.4	70
Cellulose	59.8	50
Ain93 mineral mix	41.9	35
AIN93 vitamin mix	12	10
L‐Cystine	3.6	3
Choline bitartrate	3	2.5
t‐Butylhydroquinone	0.017	0.014
Total	1000	1000
Energy%		
Protein	20	20
Fat	45	16
Carbohydrate	35	64
Analyzed gross energy, Kcal/g	5.2 ± 0.1	4.3 ± 0.1

### 2.2 Experimental design

The experimental design has been published (Yan et al., 2017). The Institutional Animal Care and Use Committee of the Grand Forks Human Nutrition Research Center reviewed and approved this study. Briefly, mice were acclimated with the AIN93G diet for 1 week before being randomly assigned to one of five groups—one sedentary control groups and four exercise groups. The sedentary control group and four exercise groups were fed the HFD (Table 1). The four exercise groups had access to an in‐cage running wheel equipped with programmable brakes (Model 86120, Scurry Activity Monitoring Systems, Lafayette Instrument, Lafayette, Ind.). One group had unrestricted access to the running wheel and averaged 8.3 km/day (HFD‐U). The running distance of the HFD‐U was then used to calculate the running distance of the other exercise groups so that running was restricted by 75%, 50%, or 25% with average running distances of 6.3, 4.2, and 2.1 km/day, respectively (Figure 1a). Brakes were released at Zeitgeber time 12 (light off) for restricted runners and applied when they met their assigned daily running distances. After 12 weeks the mice were euthanized by an intraperitoneal injection of a mixture of ketamine (100 mg per kg body weight) and xylazine (10 mg per kg body weight) followed by exsanguination. Gastrocnemius muscles from both legs were collected, flash frozen, and stored at −80°C.

**FIGURE 1:**
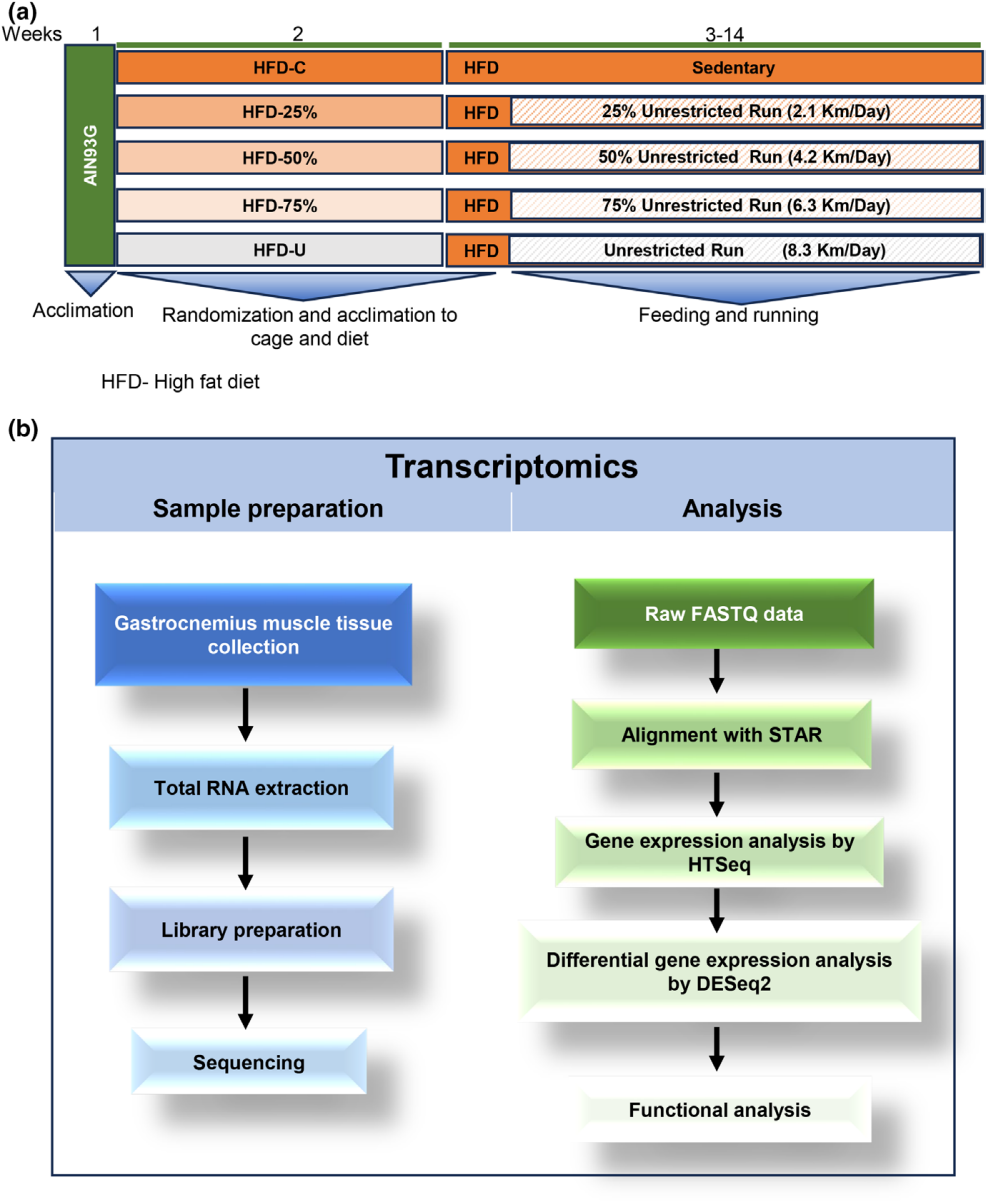
Method outline. (a) Schematic diagram for the experimental modeling of animals. (b) Flowchart of sample preparation (blue) and analytical methods (green) for RNA‐sequencing.

### 2.3 RNAseq analysis

One of the gastrocnemius muscles from each mouse was pulverized in liquid nitrogen and homogenized using a Tissuelyzer LT (Qiagen, Valencia, CA, USA). Total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Cat#74804, Qiagen, Valencia, CA, USA). RNA quality was determined using the Fragment Analyzer RNA Kit (DNF‐471, Agilent, Santa Clara, CA, USA) on the 5200 Fragment Analyzer System (Agilent, Santa Clara, CA, USA) (Figure 1b). 

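Gastrocnemius RNA of 36 male mice was sequenced as 1 library per mouse, with 6 mice in each of 6 groups. The mice of 5 groups ate a diet with 45% of its energy from fat for 12 weeks. One of these groups was sedentary (HFD-C), and the others ran 2.1, 4.2, 6.3 or 8.3 km/day, which is 25, 50, 75 and 100% of the unrestricted distance. These are the groups HFD-25% to HFD-U. The deposited data also hold 6 sedentary mice on a diet with 16% of its energy from fat (NFD-C), a group whose transcripts the paper does not report.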

Ten nanograms of each sample with a higher than 6.3 RNA Quality Number (*n* = 6 per group) was sent to Novogene (Sacramento, CA, USA) for sequencing and enrichment analyses. 

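The libraries were prepared from RNA selected by its poly(A) tail, so most reads come from messenger RNA, and the number of reads on a gene rises with the abundance and the length of its transcripts. Between 13060090 and 27981702 reads per library were counted on genes, with a median of 16710687.5. In HFD-C the median was 17949897, in HFD-25% 17449615, in HFD-50% 15404720, in HFD-75% 15930896.5, and in HFD-U 15422362. Mitochondrial transcripts held 10.9 to 23.3% of the counts, and the 10 genes with the most counts held 24.8 to 31.6%.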

RNA‐seq library preparation, sequencing, and differential gene expression analyses were performed by Novogene (Beijing, China) using Illumina's TruSeq RNA Library Prep Kit and the Illumina HiSeq 4000 platform. The raw sequencing data was processed using Hisat2 v2.0.5 for alignment, featureCounts v1.5.0‐p3 for gene expression quantification, and DESeq2 for differential gene expression analysis. 

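The authors deposited the counts from featureCounts as whole numbers per gene and library, without normalization. The table lists 46893 features, of which 17549 have 0 counts in all libraries. Its chromosome sequences are those of GRCm39, and the gene positions given here are on that build. The libraries fell into separate sets by the share of counts on features linked to ribosomal RNA (rRNA). By mean count these are mainly LOC118568312, AY036118 and the mitochondrial mt-Rnr2 and mt-Rnr1, and in the running mice mt-Rnr2 and mt-Rnr1 (2178 and 1313 CPM) exceed LOC118568312 and AY036118 (1652 and 816 CPM) together. The list also holds other small RNAs, such as Rn7sk, which is annotated as a small nuclear RNA (snRNA). HFD-C replicates 1 to 4 and all 6 NFD-C libraries had a high share, while HFD-C replicates 5 and 6 and all 24 libraries of running mice had a low one. The share ranged from 0.568 to 3.90% within HFD-C, from 2.22 to 4.21% in NFD-C, and from 0.432 to 1.04% in the exercise groups. Values for the library sets are therefore given, here or in the closing section, for the numbers of genes in running mice against HFD-C and for the dose response. The clustering, with the union of genes it uses, and the pathway lists are given without them. Between replicates of 1 group, counts varied at least 13.4 times as much as sampling noise alone would give.

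**Figure D1:**
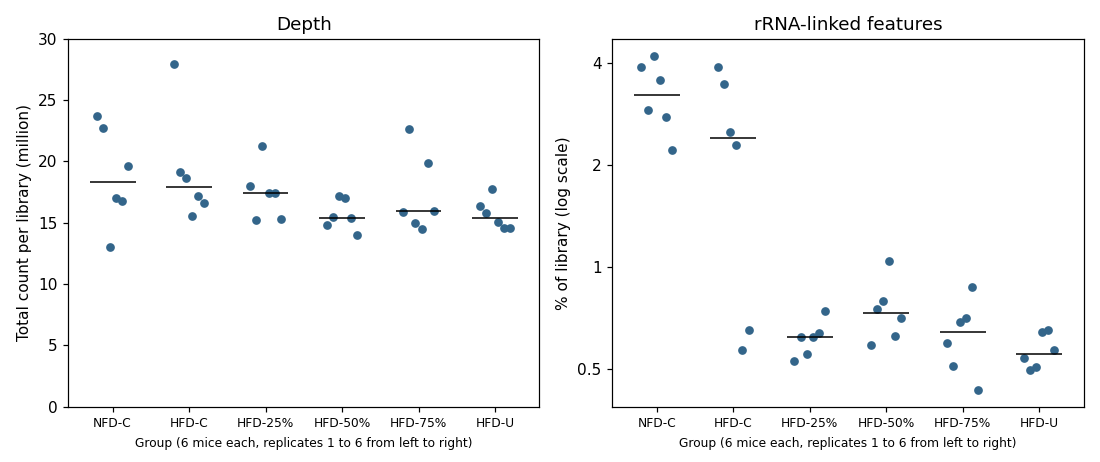
Total counts per library (left) and percent of counts on rRNA-linked features, on a log axis (right), by group. Each point is 1 library, with replicates 1 to 6 from left to right, and each line is the group's median; HFD-C replicates 1 to 4 sit with the NFD-C libraries in the right panel.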

To determine target gene function enrichment analyses, a cutoff of |log2 fold‐change| ≥ 0.0, DESeq2 p‐value ≤0.05, and a Raw count average ≥ 25 was implemented (Figure 1b). And to determine genes for qPCR verification a cut‐off of |log2 fold‐change| ≥ 1.0, DESeq2 FDR‐controlled *p*‐value ≤0.05 was employed. The data generated in this study has been deposited in the NCBI GEO database under accession number GSE275818. Biological pathway and disease information enrichment analyses were performed with Kyoto Encyclopedia of Genes and Genomes (KEGG) database. ClusterProfiler R package was used to test the statistical enrichment of differential expression genes in KEGG pathways.

### 2.4 RT‐qPCR analysis

RNA (1 μg) from the same samples prepared and sent for RNAseq analysis was converted to cDNA using the High‐capacity cDNA reverse transcription kit w/RNase inhibitor (Cat#4374967, Applied Biosystems, Inc., Carlsbad, CA, USA) following the manufacturer's protocols. RT‐qPCR reactions contained the following: 1X SYBR Green Master Mix (Cat#4364346, Applied Biosystem, Inc., Carlsbad, CA, USA), 250 nM of forward and reverse primers (IDT Integrated DNA Technologies, Coralville, IA) (Table 2), and 40 ng cDNA. Real Time PCR was performed on a Quantstudio 12 k flex Real‐Time PCR System (Applied Biosystem, Inc., Carlsbad, CA, USA).

**TABLE 2:** Sequence of primers used for RT‐qPCR with >/= 90% efficiencies.

Gene name	Gene ID		Sequence (5′‐3′)
GAPDH		F	AAT GGT GAA GGT CGG TGT G
		R	GTG GAG TCA TAC TGG AAC ATG TAG
FKBP5	14229	F	GAC ACC AAA GAA AAG CTG ACG
		R	ACT ATC TTC CTG TAC TGA ATC ACG
XDH	22436	F	CTC AAG ACC ACT CCG AAG C
		R	AAT TCC ACC ATC CCA CCA G
PIK3R1	18708	F	CCA CTA CTG TAG CCA ACA ACA
		R	AGT AGA TGC GTC TCG TAC CA
FIBIN	67606	F	GAT GCC TAC TCC AAC TCT GAC
		R	CCT CAT TGA GTC TGC TTT CCT
CAR4	12351	F	CAG AGC ACA GTA TTG ATG GGA
		R	TTC ACC TTG TCT CCT ACC TCA
ALDH1L1	107747	F	TGT ACA ACC GTT TCC TCT TCC
		R	CTG TCT CCT TTT TCT GAA TGC C
ALDH9A1	56752	F	AGT AAG AAA AGT GGC CTG GAG
		R	TTC CCG TTG TTG ATG GTC TC
SESN1	140742	F	CAC CAG CAA GAG ATG TGT CT
		R	CGA TTC ACC AGA GAG TAA CCA T
FOX01	56458	F	GTC AAG ACT ACA ACA CAC AGC
		R	AAA ACT ATA AGG AGG GGT GAA GG
PHYHD1	227696	F	GCA GAG GAT CGG TGA GAT TG
		R	CGC TGC TCA AGA AGT AGT CTG
KLF10	21847	F	CCA ACC ATG CTC AAC TTC G
		R	TCA AAG TCA CTC TGC TCA GC
LARS2	102436	F	GGA AGG ATG TGG AGA AGT GG
		R	GGA ACA TGG AGA GCA AGT AGA

### 2.5 Statistical analysis of phenotype variables

Statistical analysis was performed on all normalized and log2‐transformed data to determine differentially expressed genes by R package DESeq2. The resulting *p*‐values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate. Genes with an *p*‐value <=0.05 found by DESeq2 were assigned as differentially expressed in Figure 2a. Pheatmap package in R was utilized to perform the hierarchical cluster analysis (Tang et al., 2023). Dose response omics analysis was carried out in R by using DRomics, a turnkey tool and supports the use of the dose–response framework for omics data (Larras et al., 2018). The RT‐qPCR results were analyzed using one‐way ANOVA and Tukey's post hoc in GraphPad Prism (San Diego, CA, USA). A significance level of *α* = 0.05 was used. Data are reported as the mean ± standard deviation.

**FIGURE 2:**
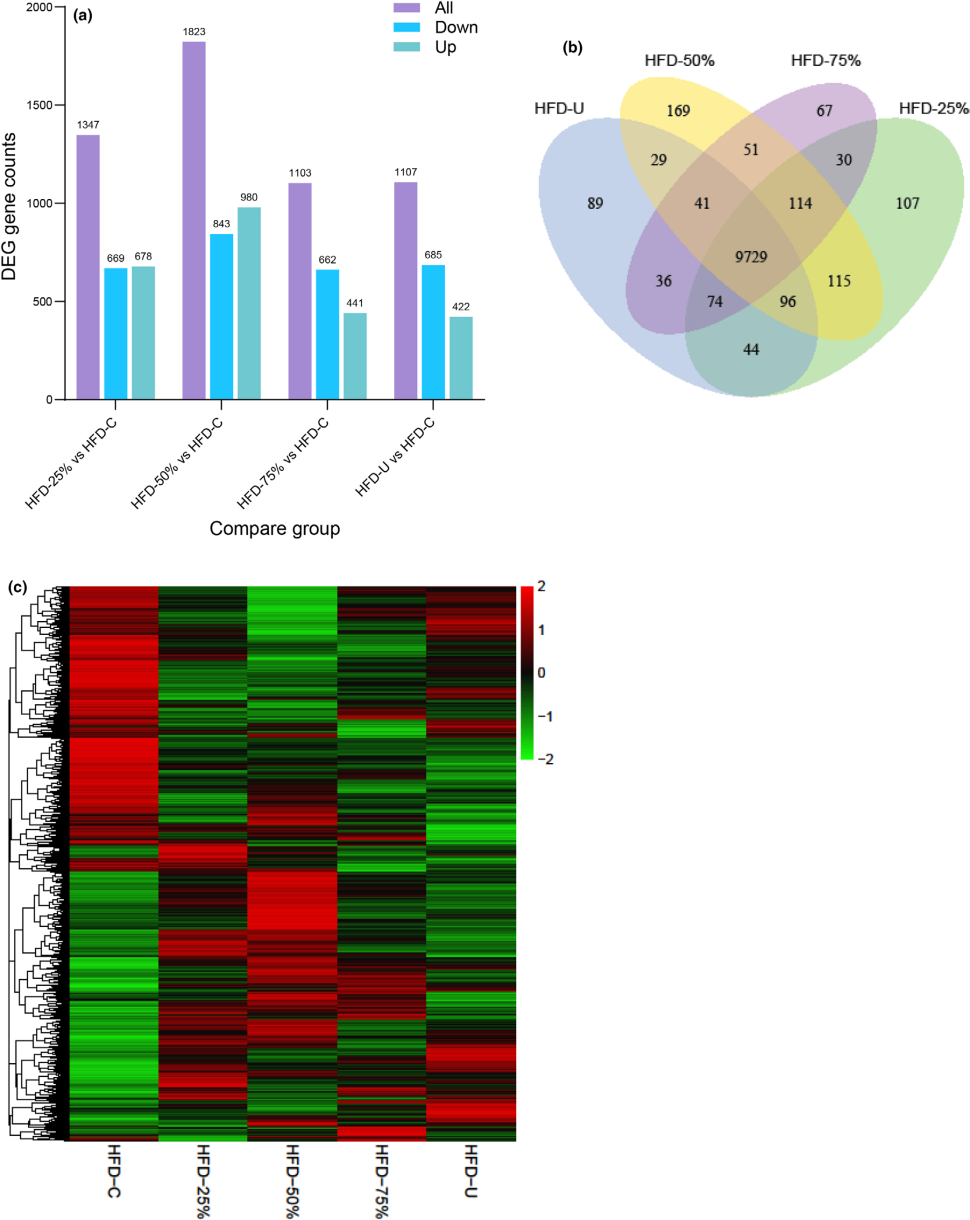
Differentially expressed gene (DEG) counts heatmap. (a) DEG plotted for all, upregulated, and downregulated genes in HFD‐25%, HFD‐50%, HFD‐75%, and HFD‐U compared to HFD‐C. Numbers indicated on the top of each bar represents the gene counts with the threshold level DESeq2 *p*‐value ≤0.05. (b) Venn diagram with four overlapping circles, each represents a different pairwise comparison. Here green represents HFD‐C versus HFD+ 25% exercise group, Yellow HFD‐C versus HFD+ 50% exercise group, purple HFD‐C versus HFD+ 75% exercise group, and blue HFD‐C versus the HFD+ 100% exercise group. The numbers within each circle and overlap represent the number of differentially expressed genes (DEGs) unique to that comparison or shared between multiple comparisons, respectively. (c) Heatmap representing the expression level of 4048 differentially expressed genes among all five experimental groups. We used the mainstream hierarchical clustering to cluster the FPKM values of genes and homogenized the row (Z‐score). The color in each grid reflects not the gene expression value but the value obtained after homogenizing the expression data rows (generally between −2 and 2). The colors in the heat map can only be compared horizontally (the expression of the same gene in different samples) and not vertically (the same sample). Red indicates upregulated genes and green indicates downregulated genes.

## 3 RESULTS

In comparing the HFD‐C with all the exercise groups combined we found that 1094 genes were differentially expressed (DEG). However, when comparing the HFD‐C with each exercise group separately we found that the DEG counts varied in response to the different running distances. 

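The 24 running mice were compared with the 6 HFD-C mice in 1 fit, with edgeR's quasi-likelihood test on the 12006 genes with a mean count of at least 25. At an unadjusted p of at most 0.05, 1113 genes differed, 498 higher and 615 lower in the running mice. After Benjamini-Hochberg adjustment 36 genes remained, 7 higher and 29 lower, and 14 of them changed at least 2-fold. The rRNA-linked features fell as a set, with a median log2 fold change of -2.69. Without the minimum count, the alternative that moved the number most, 3928 genes had an unadjusted p of at most 0.05. Among libraries with a low rRNA-linked share, which leave 2 HFD-C mice, the number was 1603, and 391 of these genes were among the 1113.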

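Each exercise group was also fitted with HFD-C alone, 6 mice against 6. The genes tested had a mean count of at least 25 over the 12 libraries of the fit, the minimum that the paper gives for its enrichment analyses. The 90% of genes in the middle of the distribution had log2 fold changes from -0.41 to 0.48 in HFD-25% and from -0.49 to 0.56 in HFD-50%. The same interval ran from -0.43 to 0.34 in both HFD-75% and HFD-U.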

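At an unadjusted p of at most 0.05, 852 of 12202 genes tested differed from HFD-C in HFD-25%, 1296 of 12116 in HFD-50%, 663 of 12113 in HFD-75%, and 657 of 12023 in HFD-U. For scale, 5% of the genes tested are 610, 606, 606 and 601 genes. Splits of the same mice that part the mice numbered 1, as the real groups do, had medians of 391, 386, 351 and 346 genes, a comparison chosen after seeing the data. Of these splits, 7 of 59, 1 of 59, 9 of 57 and 7 of 54 reached the real count, the real split included. Over all splits it was reached in 21, 4, 37 and 32 of 100. Adjusted over all genes tested, 1 gene passed in HFD-25% and 0 in the other groups, with smallest adjusted p-values of 0.00271, 0.108, 0.0834 and 0.236 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts moved most without a minimum count, to 2415, 2922, 2157 and 2251. With the 2 HFD-C libraries of a low rRNA-linked share as the only controls, they were 1403, 1123, 1069 and 1390. A term for the library set in each fit gave 1495, 1352, 1088 and 1425. In HFD-U, where same-numbered mice of both groups shared their deviations, a fit with the mouse number as a block gave 1232 genes.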

As shown in Figure 2a, the total DEG counts were 1347, 1823, 1103, and 1107 in the HFD‐25% (2.1 km/day), HFD‐50% (4.2 km/day), HFD‐75% (6.3 km/day), and HFD‐U (8.3 km/day), respectively. Of interest were the different patterns observed in the down‐ and up‐regulated DEG counts between the exercise groups. In the HFD‐50% there were more upregulated than downregulated DEG counts which is the reverse of that observed in the HFD‐75% and HFD‐U groups.

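Among the genes at an unadjusted p of at most 0.05, 415 were higher and 437 lower in HFD-25% than in HFD-C, 703 higher and 593 lower in HFD-50%, 280 higher and 383 lower in HFD-75%, and 259 higher and 398 lower in HFD-U. The higher genes made up 48.7, 54.2, 42.2 and 39.4% in this order. Over 14 alternative settings the majority turned over in 9 for HFD-25%, in 1 for HFD-50%, in 3 for HFD-75% and in 0 for HFD-U. With DESeq2's size factors (RLE) in place of TMM, HFD-25% had 425 higher and 416 lower genes. HFD-50% had 849 higher and 859 lower with the mouse number as a block. In HFD-75% the rRNA-linked share as a covariate gave 530 higher and 484 lower genes, and the library set as a term 564 higher and 524 lower.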

Venn diagram in Figure 2b with four overlapping circles represents sets of the number of differentially expressed genes (DEGs) for each HFD exercise group compared to the HFD control group. There were 9729 overlapping genes found in all the exercise groups whereas 107,169,67 and 89 unique genes were present in the HFD‐25%, HFD‐50%, HFD‐75% and HFD‐U groups, respectively.

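Of the 11922 genes tested against HFD-C in all 4 exercise groups, 82 had an unadjusted p of at most 0.05 in every one, 30 higher and 52 lower, each in 1 direction throughout. All 4 comparisons use the same 6 HFD-C mice, which alone makes lists overlap. In 10 simulations with a shared control group and no change in any gene, 12 to 23 genes overlapped, with a mean of 17.5, but the simulated lists were shorter, with a mean of 585 genes against 867. With simulated lists taken by p at the lengths of the real ones, 26 to 42 genes overlapped, with a mean of 31.2, a length chosen after seeing the data. Differences among the real HFD-C mice that move many genes together, such as the sets by rRNA-linked share, also enter all 4 lists. The simulations therefore do not decide whether the overlap exceeds that of a shared control group. Genes found in a single group numbered 221 in HFD-25%, 668 in HFD-50%, 196 in HFD-75% and 326 in HFD-U. By another measure, 9745 genes had a mean FPKM above 1 in all 4 exercise groups, and 130, 159, 56 and 89 genes had one in a single group, in the same order. That measure counts expressed genes and compares no group with HFD-C.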

Figure 2c shows the hierarchical clustering heatmap visualization of the DEG pattern for each group. Hierarchical clustering analysis was used to compare genes with similar expression patterns between the HFD‐C and the exercise groups. 

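The union of the 4 lists of genes at an unadjusted p of at most 0.05 held 2235 genes. Their standardized group means were clustered by Euclidean distance with complete linkage. HFD-25% and HFD-75% joined first, at a distance of 46.7, HFD-U joined them at 52.8, HFD-50% at 77.5, and HFD-C last at 94.5. From HFD-C, the distance was 78.7 to HFD-25%, 94.5 to HFD-50%, 70.8 to HFD-75% and 70.2 to HFD-U. These genes were chosen for differing from HFD-C, so its last position follows from the choice. Of the 2235 genes, 668 came from HFD-50% alone, so the largest distance of HFD-50% from HFD-C follows in part from the choice as well. Over all genes tested, 8 of 30 mice had a mouse of their own group as the closest one, against 5.18 by chance (one-sided permutation test, p = 0.161). The permutation ignores that mice numbered 1 deviated together across groups, with a mean correlation of 0.502. It therefore does not decide whether mice resemble their own group.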

The most differentially expressed (|log2FoldChange| > =1.0) genes, DESeq2 FDR‐controlled *p*‐value ≤0.05 between groups at each of the running distances are presented in Figure 3. Comparing the HFD‐C and the HFD‐25%, HFD‐50%, HFD‐75%, and HFD‐U groups, there are 25, 78, 15, and 16 genes identified, respectively. 

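With an adjusted p of at most 0.05 and a change of at least 2-fold, 1 gene differed from HFD-C in HFD-25% and 0 in each of HFD-50%, HFD-75% and HFD-U. At an unadjusted p, 100, 194, 84 and 75 genes changed at least 2-fold. The gene was Map3k15 (X:158771200-158906342), with 4.83 ± 0.564 counts scaled to library size (CPM; SD, n = 6) in HFD-25% and 1.18 ± 0.326 in HFD-C. Its log2 fold change was 2.02 (standard error 0.231, adjusted p = 0.00271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of 6 mice lay above every HFD-C mouse. Leaving out each mouse in turn kept it between 1.91 and 2.13, and the adjusted p ranged from 8.03e-15 to 0.0614 over the alternative settings. It also rose in HFD-50%, by a log2 fold change of 1.81, in HFD-75%, by 1.02, and in HFD-U, by 1.25, with adjusted p-values of 0.110, 0.397 and 0.321. The counts moved most with DESeq2, to 26, 80, 21 and 16 on the same genes and to 30, 90, 18 and 25 without the minimum count. Without HFD-C replicate 6, edgeR called 6 genes in HFD-25%, 11 in HFD-75% and 8 in HFD-U, and without HFD-C replicate 4 it called 5 in HFD-50%. With the mouse number as a block, 5 genes were called in HFD-U, 1 in HFD-75% and 0 in HFD-25%, where Map3k15 did not pass. The block called more genes in HFD-50% than in any other group, as given in the closing section.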

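Apart from Map3k15, the features that several panels of Fig. 3 share were lower in all 4 exercise groups. AY036118 and LOC118568312, which adjoin on chromosome 17 from 40156247 to 40209276, had log2 fold changes of -2.59 and -2.59 in HFD-25%, -2.70 and -2.72 in HFD-50%, -2.64 and -2.65 in HFD-75%, and -2.79 and -2.77 in HFD-U. Both belong to the rRNA-linked features. With the library set as a term, AY036118 changed by 0.49, 0.36, 0.43 and 0.28 in the same groups, in the opposite direction. The sets are defined by the counts of these features, so the loss of their fall is built into the term. Rn7sk, LOC118568007 and Gm38621 were lower as well, with log2 fold changes of -3.03, -4.09 and -2.27 in HFD-25%.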

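Direct comparisons between exercise groups used the same test. HFD-50% differed from HFD-25% in 323 of 12020 genes at an unadjusted p of at most 0.05 and in 0 after adjustment. Against HFD-75%, 639 of 11896 genes differed at an unadjusted p and 0 after adjustment. Against HFD-U, 1472 of 11851 genes differed at an unadjusted p and 1 after adjustment. That gene, Angptl4 (17:33993874-34000549), had 24.2 ± 12.5 CPM (SD, n = 6) in HFD-50% and 5.17 ± 0.755 in HFD-U, a log2 fold change of 2.22 (standard error 0.278, adjusted p = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest HFD-50% mouse had 11.9 CPM and the highest HFD-U mouse 6.08. With each mouse left out in turn, 0 to 4 genes passed between HFD-50% and HFD-U. DESeq2, a single fit over the HFD groups and the mouse number as a block each gave more genes, as listed in the closing section. With the rRNA-linked share as a covariate, HFD-25% had more genes than HFD-50% against HFD-C at an unadjusted p, 1590 against 1387, and so did HFD-U, with 1496. Within the low-share libraries HFD-25% and HFD-U likewise exceeded HFD-50%.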

Notably, the HFD‐50% had the most differentially expressed genes.

**FIGURE 3:**
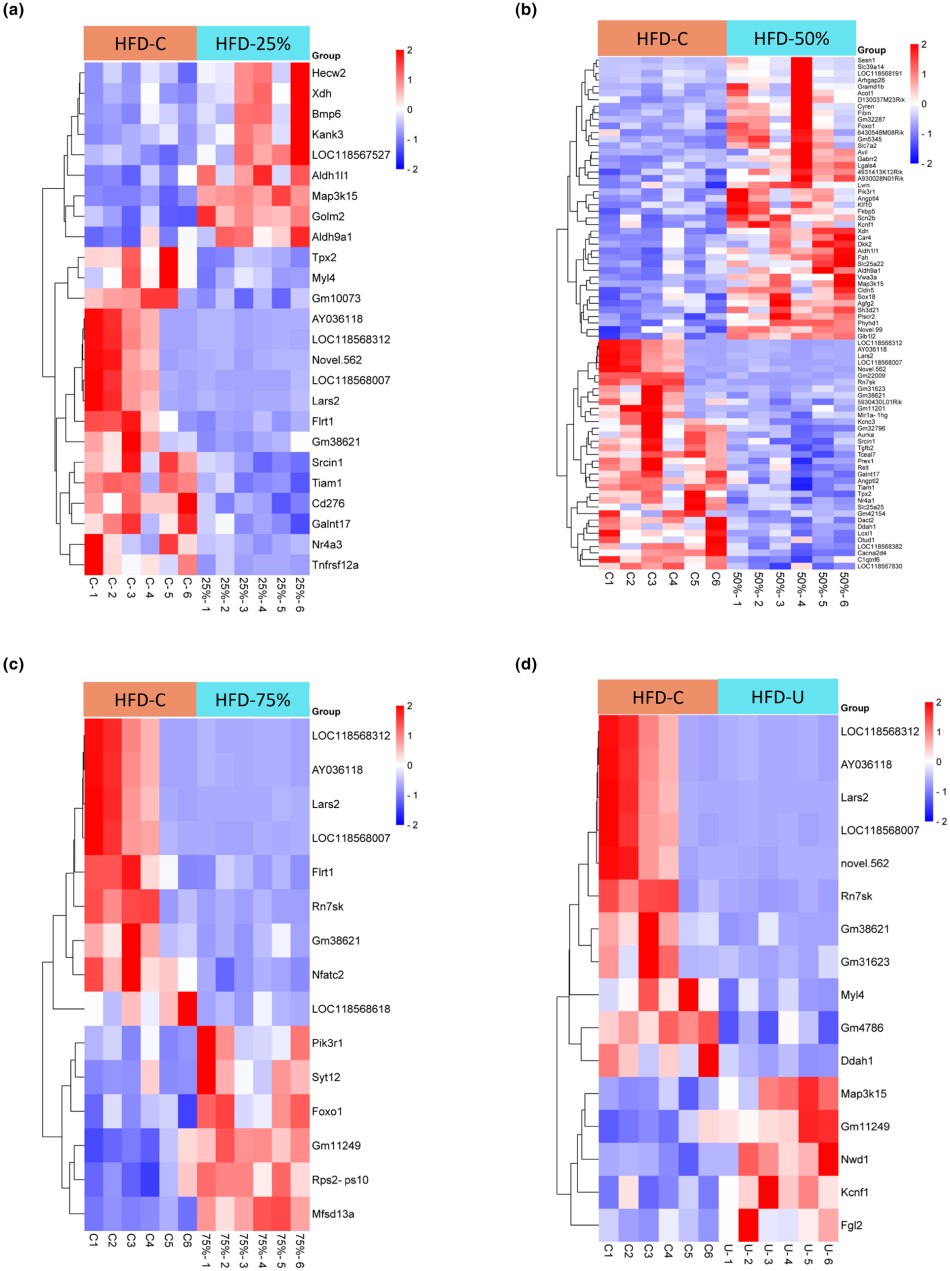
Hierarchical clustering heatmap of differentially expressed genes using pheatmap package. There are 25, 78, 15, and 16 genes identified in HFD‐25%, HFD‐50%, HFD‐75%, and HFD‐U groups, respectively, compared to HFD‐C. DESeq2 FDR‐controlled *p*‐value ≤0.05, |log2FoldChange| ≥ 1.0. Red indicates upregulated genes and blue indicates downregulated genes (*n* = 6 mice per group).

We used the DRomics package for R to do the dose–response framework to determine whether there was any effect of different running distances on the transcriptome. Using the AICc to select the best‐fit model, 28 dose–response curves out of 314 previously selected were removed because no model could be fitted reliably. 

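A dose response over HFD-C and the 4 distances was tested in the 30 mice with a linear and a quadratic term of the distance in edgeR. Of 12006 genes tested, 1468 had an unadjusted p of at most 0.05 and 82 an adjusted p of at most 0.05. Among them were 6 rRNA-linked features. Over the 24 running mice alone, 1013 of 11935 genes had an unadjusted p of at most 0.05 and 5 passed adjustment: Bhlhe40, Nr1d1, Zfp36l1, Angptl4 and Klf10. Of the 82 genes, 78 could be tested without HFD-C, 64 had an unadjusted p of at most 0.05 there, and the same 5 passed. The 82 genes were chosen in a fit that holds the same 24 mice, so these numbers are not independent evidence. The blocked fit moved the number of 82 most upward, to 256, and a linear term alone moved it most downward, to 6. With the library set as a term, 22 genes passed. It was 36 without HFD-C replicate 3 and 128 without HFD-25% replicate 1.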

Distribution of the chosen models among the 286 fitted dose–response curves were calculated using Hill =0, linear =16, exponential =57, Gauss‐probit =13, and log‐Gauss‐probit =200. Distribution of the trends (curve shapes) among the 286 fitted dose–response curves were calculated using bell‐104, decreasing‐39, increasing‐34, and U‐109. 

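The curve of each gene was read from its fitted quadratic, as bell- or U-shaped where the turning point fell within the range of distances, and otherwise as increasing or decreasing. Of the 82 genes with an adjusted p of at most 0.05, 32 were bell-shaped, 50 U-shaped, 0 increasing and 0 decreasing. A quadratic cannot level off, so a response with a plateau is read as a bell or a U. The mean log2 change from HFD-C was largest in HFD-50% for 69 of these genes, in HFD-U for 6, in HFD-75% for 4 and in HFD-25% for 3. The quadratic term favours genes whose middle distances lie farthest from the ends. A largest change in HFD-50% is therefore partly built into the choice of the 82 genes. DESeq2 on the same genes gave 115 bell-shaped, 125 U-shaped, 1 increasing and 5 decreasing curves.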

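Expression of Aldh1l1, Aldh9a1, Fibin, Sesn1, Xdh, Phyhd1, Pik3r1, Fkbp5, Foxo1, Car4, Lars2 and Klf10 was tested for a dose response in the 30 mice, with 7 past an adjusted p of at most 0.05 over all genes tested. These were Fibin (adjusted p = 0.0343), Phyhd1 (0.0284), Pik3r1 (0.0386), Fkbp5 (0.0178), Foxo1 (0.0400), Klf10 (0.0186) and Lars2 (3.06e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Xdh, Sesn1, Aldh1l1, Car4 and Aldh9a1 followed with 0.0526, 0.0739, 0.168, 0.192 and 0.248. Adjusted over the list alone, all 12 passed. The study chose these 12 genes on the same mice, so the count over the list is not independent evidence. Over the 4 distances without HFD-C, 1 gene (Klf10) passed over all genes tested and 6 passed adjusted over the list alone. Without HFD-C replicate 3, 3 of the 12 passed over all genes, and with the library set as a term, 0 did. For Lars2, an rRNA-linked feature, the 2 HFD-C libraries with a low rRNA-linked share had 71.6 and 83.1 CPM, within the range of 47.7 to 179 in the running mice.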

From the 286 genes identified from fitted dose–response curves the Aldh1l1, Aldh9a1, Fibin, Sesn1, XHD, Phyhd1, Pik3R1, FKbp5, Foxo1, Car4, Lars2, and Klf10 were found to be significant. Among these 12 dose–response curves we found that the HFD‐50% had the highest alteration in transcription (Figure 4).

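In HFD-50% all 12 genes differed from HFD-C at an unadjusted p of at most 0.05 and 0 did after adjustment over all genes, with adjusted p-values from 0.108 to 0.163 from edgeR. With DESeq2 without a minimum count, all 12 passed an adjusted p of at most 0.05, with values from 0.000702 to 0.0344. In the other groups, 11 of the 12 differed from HFD-C in HFD-25%, 11 in HFD-75% and 6 in HFD-U, at an unadjusted p of at most 0.05 from edgeR. The group mean was farthest from HFD-C in HFD-50% for 9 genes. Aldh1l1 and Xdh were farthest in HFD-25% and Lars2 in HFD-U. Fkbp5 (17:28617727-28705123), for example, had 70.9 ± 40.3 CPM (SD, n = 6) in HFD-C. With increasing distance the means were 169 ± 62.5, 204 ± 70.0, 181 ± 58.3 and 109 ± 30.4 CPM. For Foxo1 (3:52175758-52257530) the means were 33.5, 66.1, 84.2, 77.8 and 43.9 CPM. Phyhd1 (2:30156215-30172161) had means of 22.2, 36.3, 46.7, 30.4 and 31.2 CPM. Sesn1 had a log2 fold change of 1.70 in HFD-50%, which was 1.04 without replicate 4, a mouse with 199 CPM against 30.8 to 77.8 in the others. Klf10 rose by 1.03 in HFD-50% and fell by 0.39 in HFD-U. Lars2 was lower in all exercise groups, with log2 fold changes of -2.88, -2.81, -2.94 and -3.27. With the library set as a term the changes were 0.41, 0.46, 0.35 and 0.01. Lars2 is one of the features that define the set, so the loss of its fall is built into the term. Between exercise groups, 5 of the 12 genes differed at an unadjusted p between HFD-50% and HFD-25%, 5 between HFD-50% and HFD-75%, and 9 between HFD-50% and HFD-U. For the fitted curves of these 12 genes, the paper names HFD-50% as the group altered most.

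**Figure D2:**
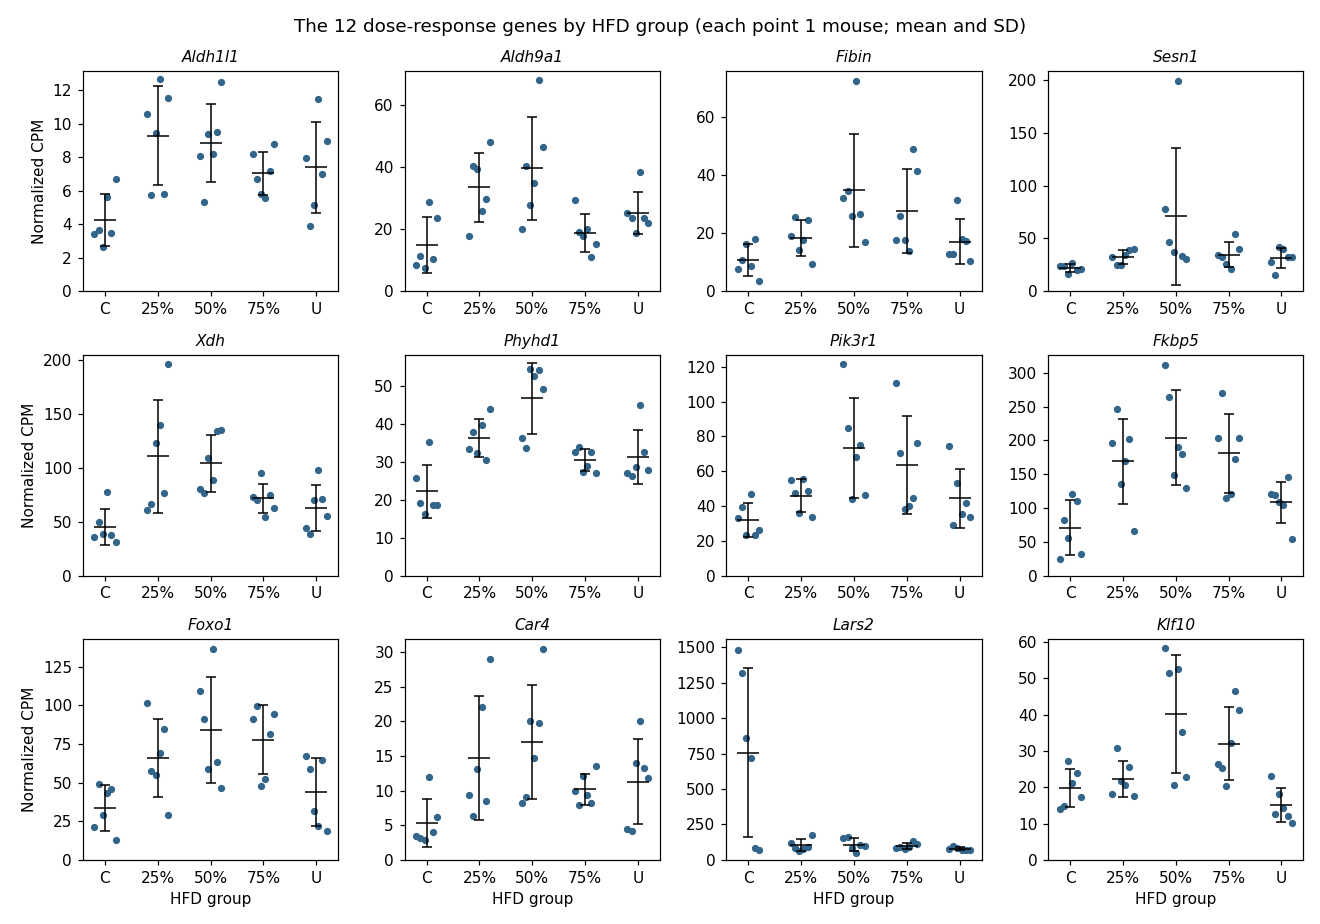
CPM of the 12 genes in each mouse of HFD-C and the 4 exercise groups, with bars for the mean and the SD of 6 mice. Sesn1 in HFD-50% shows 1 mouse at 199 CPM, and Lars2 in HFD-C shows 2 mice, at 71.6 and 83.1 CPM, within the range of the running mice.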

**FIGURE 4:**
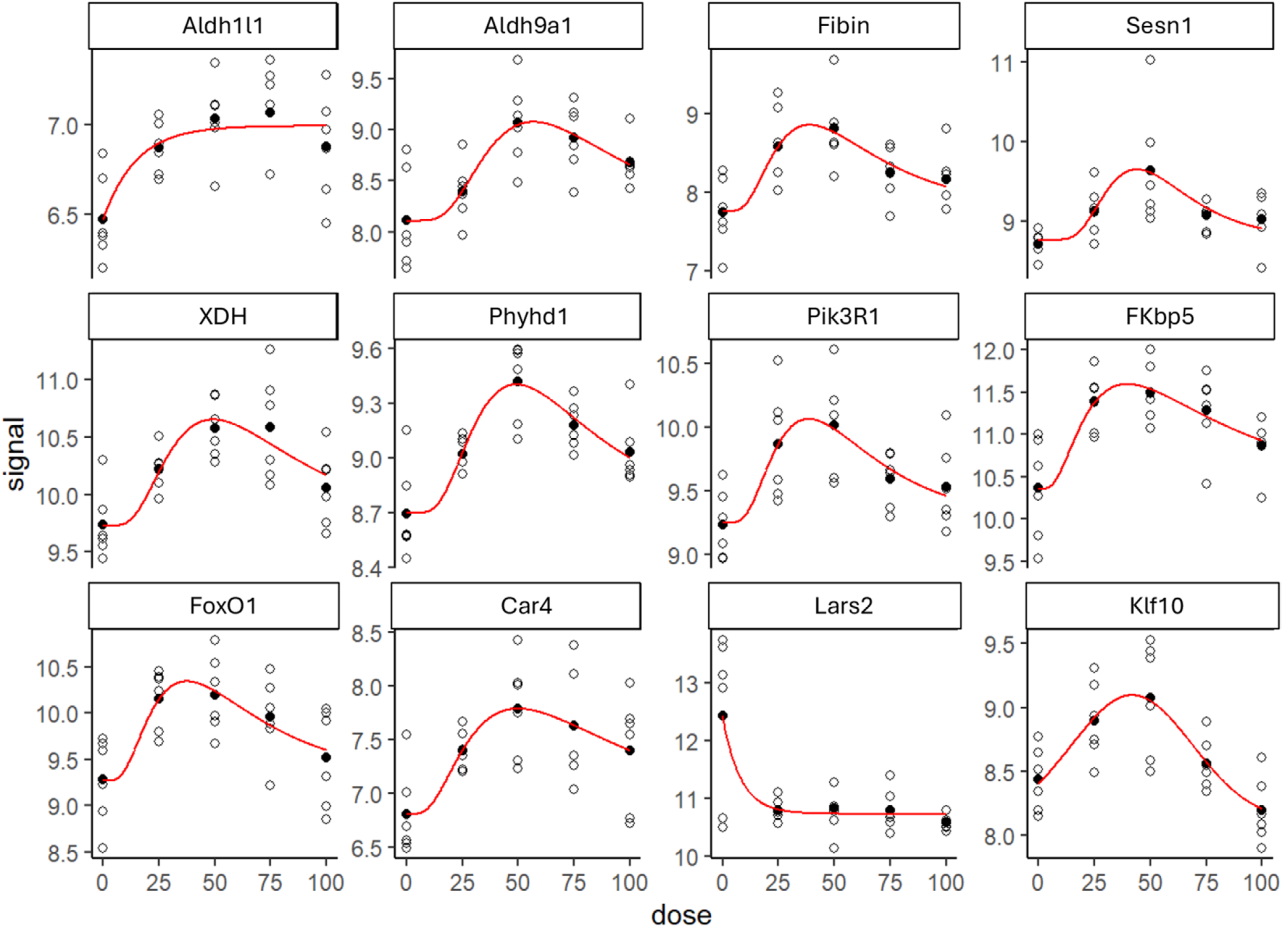
Dose–response framework for omics data from defined running distances. The 12 dose–response curves among the 286 best‐fit models are shown. Daily running distance is presented on the y‐axis as the dose. Distribution of the chosen models was calculated using Hill = 0, linear = 16, exponential = 57, Gauss‐probit = 13, log‐Gauss‐probit = 200 and distribution of the trends (curve shapes) were calculated using bell‐104, decreasing‐39, increasing‐34, and U‐109. Significant dose–response curves were determined from the adjusted *p*‐values.

We used real‐time quantitative PCR (RT‐qPCR) analysis to validate the 12 significantly altered genes between the exercise groups and HFD‐C in our RNA‐seq data. The fold change graphs are shown in Figure 5. The RNA expression level of aldehyde dehydrogenase 1 family member L1 (Aldh1l1) was greater in the HFD‐50% (1.900 ± 0.352; *p* = 0.0006), HFD‐75% (1.874 ± 0.388; *p* = 0.0008), and the HFD‐U (2.015 ± 0.446; *p* = 0.0001) compared to the HFD‐C (1.004 ± 0.104). Whereas the RNA expression level of xanthine dehydrogenase (XHD) was greater in the HFD‐50% (1.908 ± 0.335; *p* = 0.0008) and HFD‐75% (1.613 ± 0.424; *p* = 0.035) compared to the HFD‐C (1.017 ± 0.207). Only the HFD‐50% had greater RNA expression levels of carbonic anhydrase 4 (Car4) (1.988 ± 0.424; *p* = 0.0258) and aldehyde dehydrogenase 9 family member A1 (Aldh9a1) (2.139 ± 0.976; *p* = 0.0329) compared to HFD‐C (1.025 ± 0.238 and 1.039 ± 0.324, respectively). However, the RNA expression level of Phosphoinositide‐3‐kinase regulatory subunit 1 (Pik3r1) was greater in the HFD‐50% (2.273 ± 0.802) compared to both the HFD‐C (1.059 ± 0.409; *p* = 0.007) and HFD‐U (1.325 ± 0.194; *p* = 0.0477) groups. FKBP prolyl isomerase 5 (FKBP5) RNA expression level was also greater in the HFD‐50% (3.672 ± 1.338) compared to both the HFD‐C (1.169 ± 0.689; *p* = 0.0009) and HFD‐U (1.779 ± 0.503; *p* = 0.0141) groups. Forkhead box O1 (FoxO1) RNA expression was greater in HFD‐50% (3.001 ± 1.641) compared to both the HFD‐C (1.141 ± 0.587; *p* = 0.0128) and HFD‐U (1.325 ± 0.416; *p* = 0.0288) groups as well. KLF transcription factor 10 (Klf10) RNA expression levels was greater in the HFD‐50% (2.443 ± 1.719; *p* = 0.019) only when compared to HFD‐U (1.020 ± 0.217). The RNA expression level of Fin bud initiation factor homolog (Fibrin), sestrin 1 (Sesn1), and phytanoyl‐CoA dioxygenase domain containing 1 (Phyhd1) were not significantly different, possibly due to the large variation between samples.

**FIGURE 5:**
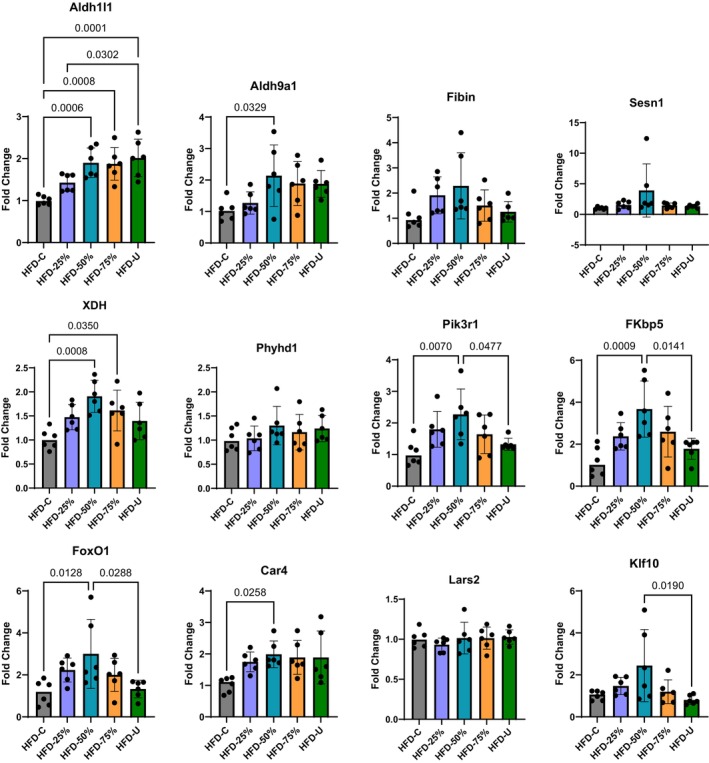
RNA expression patterns from the qPCR analysis. Relative expression level fold change of the 12 genes with significant dose–response curves were calculated relative to GAPDH mRNA level. Significant and adjusted *p*‐values are shown from the One‐way ANOVA, *n* = 6 per group. Data are presented as the mean ± SD.

To identify the pathways potentially involved in these genetic changes, we performed KEGG analysis of the upregulated (Figure 6) and downregulated (Figure 7) genes separately. 

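The genes at an unadjusted p of at most 0.05 were tested for enrichment of pathway members, separately for higher and lower genes, with lists of members written by hand in place of KEGG's own. In HFD-25% against HFD-C, 6 of the 32 members of the ABC transporter list tested were among the higher genes, against 1.09 by chance (odds ratio 6.63, one-sided Fisher's exact test, adjusted p = 0.00863). For nitrogen metabolism it was 2 of 9 members (adjusted p = 0.142 from the same exact test). Of the protein digestion and absorption list, 11 of 48 members were among the lower genes (odds ratio 8.18, adjusted p = 7.18e-05 from Fisher's exact test). The ABC transporter list as a whole changed by a median log2 fold change of 0.04. Abcg2 (6:58561476-58669436) rose from 18.5 ± 5.30 to 30.4 ± 7.70 CPM (SD, n = 6), and Col1a1 (11:94827050-94843868) fell from 44.8 to 25.5 ± 7.57, each with an adjusted p of 0.427 over all genes from edgeR. Car2 of the nitrogen metabolism list had a log2 fold change of 0.57, which was 0.33 without HFD-25% replicate 6.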

In the HFD‐25% the upregulated genes were involved in ABC transporter, cholesterol metabolism, allograft rejection, and nitrogen metabolism (Figure 6a) while the downregulated genes were mostly involved with protein digestion and absorption, AGE‐RAGE signaling, and cholesterol metabolism (Figure 7a). 

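In HFD-50% against HFD-C, 8 of the 24 tested members of the tryptophan metabolism list were among the higher genes, against 1.39 by chance (odds ratio 8.20, one-sided Fisher's exact test, adjusted p = 0.000949). Nitrogen metabolism had 4 of 9 members (odds ratio 13.1, adjusted p = 0.0107) and PPAR signaling 10 of 51 (odds ratio 4.00, adjusted p = 0.00863), by the same exact test. Fatty acid degradation had 6 of 34 members, with an adjusted p of 0.0665 in Fisher's exact test. Among the lower genes were 17 of 212 members of MAPK signaling, against 10.4 by chance, 6 of 28 of the circadian rhythm list, and 10 of 47 of protein digestion and absorption. The adjusted p-values of these lists were 0.130, 0.0137 and 0.00141 in Fisher's exact test. Bhlhe40 (6:108637590-108643886) fell from 90.2 ± 21.4 to 48.6 ± 7.65 CPM (SD, n = 6), a log2 fold change of -0.89 with all 6 mice below every HFD-C mouse and an adjusted p of 0.108 from edgeR. Cholesterol and glycerolipid metabolism, cAMP signaling and the other pathways of this comparison were not analysed here.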

In the HFD‐50% the upregulated genes were involved in tryptophan, cholesterol, glycerolipid, glycerophospholipid, and nitrogen metabolism, PPAR, JAK–STAT, AGE‐RAGE signaling, phosphatidylinositol signaling, antifolate resistance and fatty acid‐lysine‐valine‐leucine and isoleucine degradation (Figure 6b) while the downregulated genes were involved in MAPK and cAMP signaling, circadian rhythm, amphetamine addiction, hypertrophic cardiomyopathy, protein digestion and absorption, estrogen signaling, cGMP‐PKG signaling, and calcium signaling (Figure 7b). 

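Among the genes higher in HFD-75% than in HFD-C were 3 of 9 members of the nitrogen metabolism list (odds ratio 21.3) and 8 of 51 of PPAR signaling (odds ratio 8.06), with adjusted p-values of 0.00987 and 0.000949 in the one-sided Fisher's exact test. Glul (1:153775675-153785469) rose from 495 ± 125 to 838 ± 221 CPM (SD, n = 6), and all 6 mice lay above every HFD-C mouse (log2 fold change 0.76, adjusted p = 0.397 from edgeR). Lower genes included 7 of 48 members of protein digestion and absorption and 5 of 28 of circadian rhythm. FOXO signaling and antifolate resistance were not analysed here.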

In the HFD‐75%, the upregulated genes were involved in nitrogen metabolism, antifolate resistance, PPAR signaling, and FOXO signaling (Figure 6c) while the downregulated genes were involved in protein digestion and absorption, circadian rhythm, and cytokine–cytokine receptor interaction (Figure 7c). In the HFD‐U, the upregulated genes were involved in arginine & proline metabolism, cysteine & methionine metabolism, and beta‐alanine metabolism (Figure 6d) while the downregulated genes are involved mostly with protein digestion and absorption, cAMP signaling, notch and apelin signaling (Figure 7d).

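For HFD-U, 3 of 36 members of the arginine and proline metabolism list were among the higher genes, against 0.776 by chance (one-sided Fisher's exact test, adjusted p = 0.154). Protein digestion and absorption had 5 of 47 members among the lower genes and Notch signaling 7 of 53, with adjusted p-values of 0.0829 and 0.0135 in Fisher's exact test. Eln (5:134731449-134776300) had a log2 fold change of -0.84 and a mean of 13.4 ± 4.03 CPM (SD, n = 6; adjusted p = 0.588 from edgeR). Cysteine and methionine metabolism, beta-alanine metabolism, cAMP and apelin signaling were not analysed here.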

**FIGURE 6:**
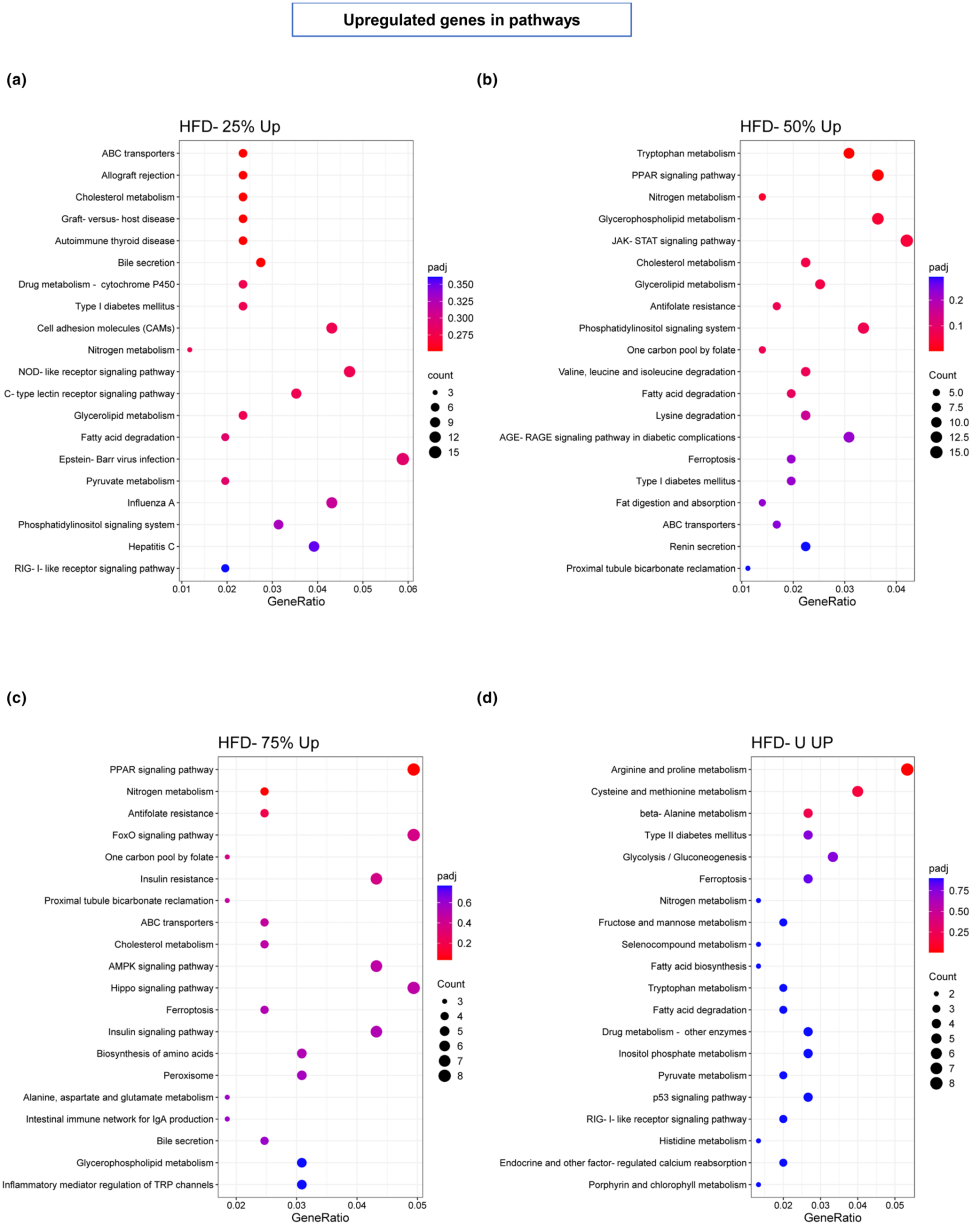
The 20 most up‐regulated pathways and biological functions by the KEGG enrichment analysis of differentially expressed genes. (a) HFD‐25%, (b) HFD‐50%, (c) HFD‐75%, and (d) HFD‐U groups are plotted in the bubble plot where the reference group was HFD‐C; *n* = 6 per group. The color panel represents the adjusted *p*‐value with red indicates greater significance. The different dot sizes represent the number of differentially expressed genes in that pathway.

**FIGURE 7:**
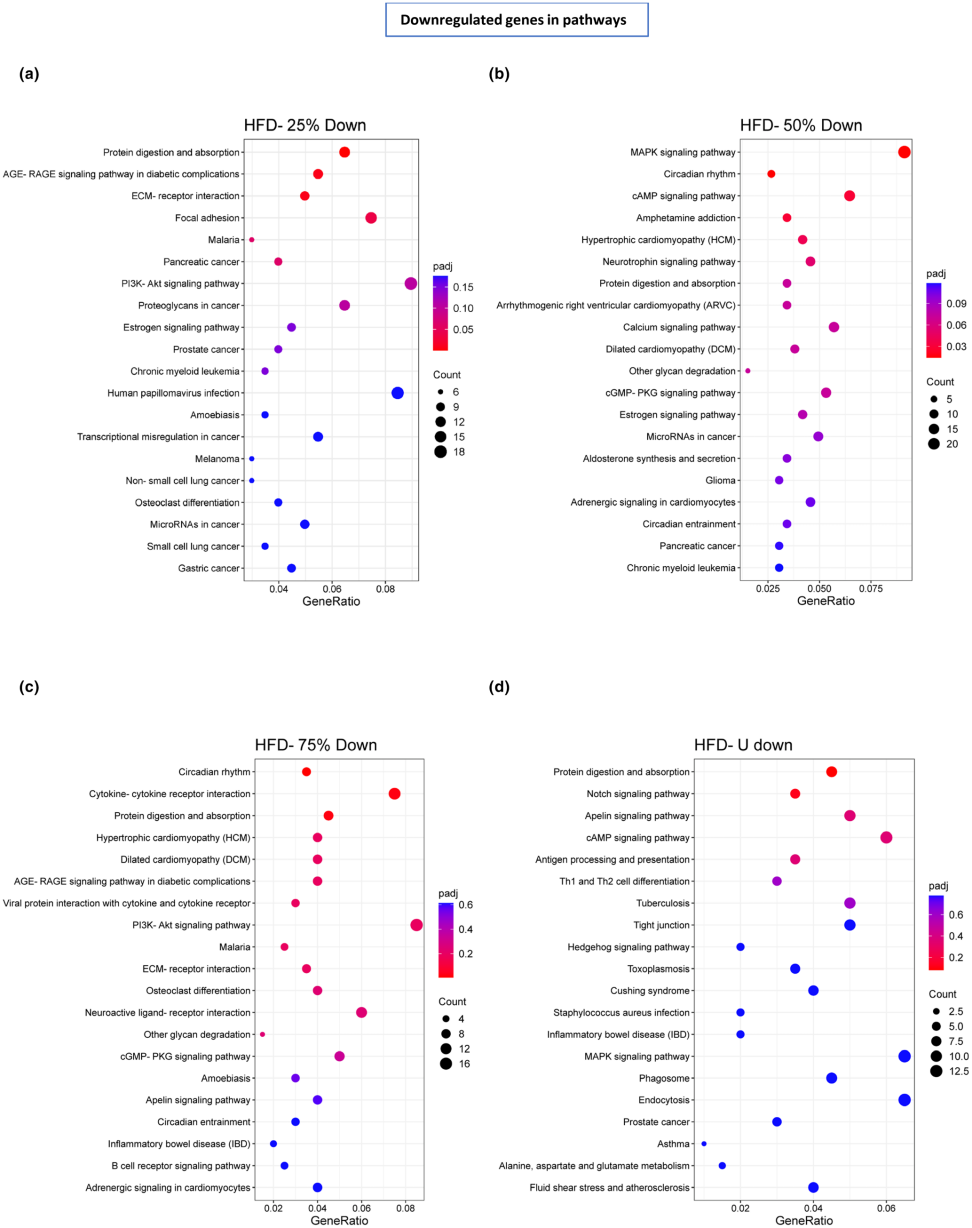
The 20 most downregulated pathways and biological functions by the KEGG enrichment analysis of differentially expressed genes. (a) HFD‐25%, (b) HFD‐50%, (c) HFD‐75%, and (d) HFD‐U groups are plotted in the bubble plot where the reference group was HFD‐C; *n* = 6 per group. The color panel represents the adjusted *p*‐value with red indicates greater significance. The different dot sizes represent the number of differentially expressed genes in that pathway.

## 4 DISCUSSION

Elucidating how varying amounts of exercise influence gene expression profile of skeletal muscle tissue is critical for understanding how exercise offsets the effects of consuming an obesogenic diet. 

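Across the 4 exercise groups, 12 pathway lists were tested in both directions, 96 tests in all, and 16 passed an adjusted p of at most 0.05 in the one-sided Fisher's exact test. They include 14 of the 19 combinations of group, list and direction that the paper names, by group 3 of 4 in HFD-25%, 5 of 7 in HFD-50%, 5 of 5 in HFD-75% and 1 of 3 in HFD-U. The other 2 were fatty acid degradation among the higher genes of HFD-25% and ECM-receptor interaction among the lower genes of HFD-75%. Fisher's exact test treats genes as independent. Tests that use the correlation between genes across mice passed 0 lists at an adjusted p of at most 0.05, both with fry and with camera at an estimated correlation, while camera at a preset correlation of 0.01 passed 24.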

Overall, our current study finding that running 4.2 km/day (50% of the unrestricted running group) resulted in the highest number of differentially expressed genes, with the PPAR and MAPK signaling pathways enriched in differentially expressed up‐ and down‐regulated genes, respectively, suggesting possible greater protection against high‐fat diet‐induced stress coupled with exercise (Bouviere et al., 2021; Chen et al., 2022). However, these findings do not directly align with our previous findings using the same model (Yan et al., 2017). In our previous work, we found that running 6 km/day (75% of the unrestricted running group) most effectively reduced adiposity while running 2.1 km/day (25% of the unrestricted running group) was not enough to effectively change body composition (Yan et al., 2017). However, running only 2.1 km/day was enough to significantly lower the plasma concentration of monocyte chemotactic protein‐1 (MCP‐1) to that observed in sedentary mice fed a AIN93G diet. Here we investigated how these same amounts of voluntary aerobic exercise influenced the adaptation of the skeletal muscle transcriptome. Our current findings revealed that running 4.2 km/day (50% of the unrestricted running group) may provide the greatest protection against high‐fat diet‐induced stress through the PPAR and MAPK signaling pathways (Bouviere et al., 2021; Chen et al., 2022). The discrepancies between the two study outcomes might be in part due to the fact that skeletal muscle, as the primary tissue directly involved in exercise training, undergoes significantly greater changes in gene expression resulting in more pronounced genetic adaptations compared to adipose tissue (Hargreaves, 2015). Accordingly, the maximum response observed in adipose tissue with 75% exercise training is evident in skeletal muscle even at 50%. Based on earlier findings linking repeated bouts of aerobic exercise with longer lasting changes in skeletal muscle gene expression (Hargreaves, 2015), the results of this study establish for the first time that running distance has a significant impact on the adaptive response of the skeletal muscle transcriptome.

To better understand the adaptive response of the skeletal muscle transcriptome to daily voluntary running of defined distances, we applied DRomics analysis that identified 286 genes with a dose–response curve. These gene expression patterns help explain the influence of running distance to offset consumption of an obesogenic diet. Among the 12 genes validated, only Aldh1l1 showed a steady increase in expression with increasing running distance when compared to sedentary control. Aldh1l1 is a folate metabolism enzyme recently recognized as a source of oxidative stress in skeletal muscle fibers and plays a critical role in skeletal muscle adaptation to exercise (Dungan et al., 2022). Interestingly, increased expression of 6 of the 12 genes was only observed in the HFD‐50% group. Aldh9a1 is a skeletal muscle enriched gene that catalyzes the oxidation of betaine (Etienne et al., 2020) which is a derivative of the amino acid glycine and known as a regulator of skeletal muscle lipid metabolism (Li et al., 2017). Pik3r1 is essential for the insulin‐stimulated increase in glucose uptake and glycogen synthesis in the muscle (Tsay & Wang, 2023), and loss of Pik3r1 signaling in muscle leads to impaired muscle growth and insulin response (Luo et al., 2006). FKBP5 (FK506‐binding protein) is a stress‐responsive gene that plays a role in energy and glucose homeostasis (Balsevich et al., 2017). A recent investigation demonstrated that FKBP5 deletion in the medio basal hypothalamus strongly induces obesity, whereas its overexpression protects against high‐fat diet induced obesity (Bajaj et al., 2022; Häusl et al., 2022). FoxO1 is a transcription factor that is the main target of insulin signaling and has been implicated in lipid and glucose homeostasis (Pan et al., 2017). FoxO1 dysregulation contributes to many metabolic conditions, especially obesity and an accumulating number of investigations have reported an increase in FoxO1 activities in the adaptation of skeletal muscle to exercise (as reviewed by (Sanchez, 2015)). Klf10, also known as TGFβ‐inducible early gene‐1 is a transcription factor, was recently identified as an important regulator of obesity and insulin resistance (Wara et al., 2020) and acts as a downstream effector of exercise to combat nonalcoholic steatohepatitis (Luo et al., 2024). Car4 (Carbonic anhydrase 4) is a class of metabolic enzymes that play a pivotal role in fatty acid biosynthesis and de novo lipogenesis (Supuran, 2022). Most notably, within the skeletal muscle these genes play a major role in glucose and lipid metabolism.

In the HFD‐50%, the most significantly upregulated pathway was tryptophan metabolism which was not seen in the other running groups. 

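Tryptophan metabolism had 3 of 24 members among the higher genes in HFD-25% (adjusted p = 0.160 in the one-sided Fisher's exact test), 0 of 26 in HFD-75%, and 3 of 25 in HFD-U (adjusted p = 0.0732 in the same exact test). The median log2 fold change of the list in HFD-50% was 0.16, with 18 of 24 members higher. The median in HFD-25% was 0.16 as well, with 21 of 24 members higher. A test of the list between HFD-50% and the other exercise groups was not made. The members with the smallest p in HFD-50% were Aldh9a1 (1:167177532-167196099), Inmt (6:55147612-55151975) and Aox1 (1:58068963-58145569). Aldh9a1 rose from 14.9 ± 8.90 to 39.6 ± 16.7 CPM (SD, n = 6), Inmt from 21.7 ± 8.76 to 41.6 ± 12.9, and Aox1 from 53.4 ± 14.7 to 85.9 ± 20.4. In camera with a preset correlation the list had an adjusted p of 0.00223, and in fry an unadjusted p of 0.0584 and an adjusted p of 0.350, both from limma.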

Tryptophan plays a key role in both immunological and neuropsychological processes (Gostner Johanna et al., 2019). 

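The members of the PPAR signaling list with the smallest p in HFD-50% were Plin4 (17:56407587-56416947), Angptl4 and Nr1h3 (2:91014406-91033189). Plin4 rose from 485 ± 84.9 CPM in HFD-C to 868 ± 188 in HFD-50% (SD, n = 6), a log2 fold change of 0.84 (standard error 0.172, adjusted p = 0.111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 6 of 6 mice above every HFD-C mouse. Angptl4 rose from 7.06 ± 4.43 CPM, a log2 fold change of 1.79 (adjusted p = 0.121 from edgeR), and Nr1h3 from 13.4 ± 1.87 to 18.9 ± 3.34 CPM. Over the 51 members tested the median log2 fold change was 0.20, with a camera adjusted p of 0.000933 at the preset correlation and a fry p of 0.0309, both from limma, the latter unadjusted. In the same direction, HFD-25% had 4 of 50 members, HFD-75% 8 of 51 and HFD-U 1 of 49 among its genes at an unadjusted p of at most 0.05. The odds ratio was 8.06 in HFD-75% (adjusted p = 0.000949 in the one-sided Fisher's exact test) and 4.00 in HFD-50%. These ratios rest on 280 higher genes in HFD-75% and 703 in HFD-50%, so they do not rank the size of the change. The median log2 fold change of the list was 0.09 in HFD-75%, below that in HFD-50%.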

Of particular interest is the concurrent significant upregulation of the PPAR signaling pathway. This combination of both tryptophan metabolism and the PPAR signaling pathway may point to this exercise regime providing optimal protection against stress‐induced depression (Agudelo et al., 2014). The most significantly downregulated pathway was the MAPK signaling pathway. 

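Of the 212 MAPK signaling genes tested in HFD-50%, 102 were higher and 110 lower than in HFD-C, with a median log2 fold change of -0.02. The odds ratio among the lower genes was 1.71. Among the 17 lower members, Cacna2d4 (6:119213435-119329368) fell from 8.15 ± 2.15 to 2.88 ± 1.30 CPM (SD, n = 6), a log2 fold change of -1.50 (standard error 0.288). Tgfb2 (1:186354984-186441504) fell from 17.1 ± 3.94 to 8.36 ± 2.16, and Nr4a1 (15:101151788-101172676) from 238 ± 54.8 to 118 ± 30.1. In each of these 3 genes all 6 HFD-50% mice lay below every HFD-C mouse, and the adjusted p was 0.108 from edgeR. The other groups had 12 of 214, 10 of 213 and 10 of 210 members among their lower genes in HFD-25%, HFD-75% and HFD-U. From tryptophan metabolism and PPAR signaling together, the paper proposes that this running distance may protect best against stress-induced depression.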

One role of the MAPK signaling pathway is regulating the release of inflammatory mediators and downregulation reduces the production of proinflammatory cytokines (Cuenda & Rousseau, 2007) and may play a role in reducing injury to the muscle caused by oxidative stress (Li et al., 2024). Limiting the running distance of these mice to 50% of the unrestricted running distance appears to provide protection against stress that was not observed in the other exercise groups. On the contrary, in the HFD‐25% no pathways were upregulated significantly. But we identified the downregulation of protein digestion and absorption, AGE‐RAGE signaling, and extracellular matrix (ECM)‐receptor interaction pathways as being the most impacted when compared to HFD‐C. AGE‐RAGE signaling plays an important role in skeletal muscle homeostasis of mice under metabolic stress and was mostly common to all running exercise groups as expected (Velayoudom‐Cephise et al., 2020). 

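Of the ECM-receptor interaction list, 10 of 57 members were among the genes lower in HFD-25% than in HFD-C, against 2.04 by chance (odds ratio 5.84, one-sided Fisher's exact test, adjusted p = 0.000949). The whole list had a median log2 fold change of -0.07, with 34 of 57 members lower, and that of protein digestion and absorption was -0.17, with 32 of 48 lower. The lists share their collagens, Col1a1 among them, so their results are not independent. Col1a2 fell from 83.0 ± 18.9 to 55.7 ± 14.7 CPM (SD, n = 6), a log2 fold change of -0.58, and Col15a1 fell by 0.70 on the log2 scale. Fry gave a p of 0.277 for protein digestion and absorption and of 0.547 for ECM-receptor interaction, from limma. AGE-RAGE signaling was not analysed here.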

Genes involved in ECM‐receptor interaction are critical for skeletal muscle force generation and remodeling of ECM interaction following exercise modulates cell signaling essential for skeletal muscle adaptation (Mavropalias et al., 2023). 

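In HFD-75%, the lower genes held 8 of 86 members of the cytokine-cytokine receptor interaction list, against 2.72 by chance (odds ratio 3.19, one-sided Fisher's exact test, adjusted p = 0.0345). The circadian rhythm list had an odds ratio of 6.73 (adjusted p = 0.0135 in the same exact test), and protein digestion and absorption one of 5.31. Per1 fell from 119 to 82.3 ± 13.7 CPM (SD, n = 6), Nr1d1 (11:98658758-98666233) from 45.0 ± 15.3 to 25.6 ± 8.24, and Tnfrsf19 (14:61201283-61284304) from 10.7 ± 5.45 to 4.51 ± 2.09. Their adjusted p-values from edgeR were 0.583, 0.548 and 0.475. Plin4 of the PPAR signaling list rose by a log2 fold change of 0.61, in 5 of 6 mice above every HFD-C mouse.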

For the HFD‐75%, significant upregulated pathways were PPAR signaling and nitrogen metabolism, whereas the circadian rhythm, cytokine‐cytokine receptor interaction and protein digestion and absorption pathways were significantly downregulated. While not significantly altered, FoxO signaling was one of the involved downregulated pathways. FoxO transcription factors known to modulate the expression of genes involved in PPAR signaling which plays a vital role in exercise to offset high‐fat‐feeding related damages in the skeletal muscle (Jin et al., 2023). Additionally, the activation of PPAR signaling has recently been proposed as a mechanism in exercise‐mediated muscle remodeling (Ferraro et al., 2014). For the HFD‐U, prominent upregulated pathways involved arginine & proline metabolism and downregulated pathways were protein digestion and absorption and notch signaling pathway. 

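Smox (2:131333624-131367103) of the arginine and proline metabolism list had 602 ± 300 CPM in HFD-U and 369 ± 94.8 in HFD-C (SD, n = 6). Its log2 fold change of 0.71 was 0.39 without HFD-U replicate 2. Odc1 rose from 288 ± 80.4 to 413 ± 117 CPM. Of the Notch signaling list, Dll1 (17:15587616-15597275) fell from 4.58 ± 0.814 to 2.56 ± 0.563 CPM, below every HFD-C mouse in 6 of 6 mice (log2 fold change -0.83, adjusted p = 0.414 from edgeR). The odds ratio of that list among the lower genes was 4.50.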

Notch signaling regulates insulin transport to muscle and activation of notch signals has been reported to lower insulin sensitivity and increase blood glucose levels, whereas blocking the notch signal improved insulin resistance, and decreased fat accumulation in the skeletal muscle of high‐fat feeding mice (Hasan et al., 2020).

This study is not without limitation. While mice remained physically active outside the running wheel to meet their basic physical needs, our research focused solely on the effects of exercise, without considering the combined influence of exercise and activities of daily living. Because female mice respond differently to exercise and high‐fat‐diets, this study was conducted exclusively on male mice which limits its generalizability. Additionally, the scope was limited to analyzing the transcriptome of the gastrocnemius muscle, chosen for its significant engagement in exercise movements and its pronounced adaptive response to sustained exercise. Moreover, we did not investigate the functional consequences of the observed transcriptional changes on the gastrocnemius muscle or overall health.

### 4.1 Perspectives and significance

Understanding the cellular and molecular mechanisms involved in skeletal muscle adaptation to exercise is essential to optimize evidence‐informed training programs for disease prevention. This is the first investigation of the adaptation of the skeletal muscle transcriptome in response to varying amounts of daily voluntary aerobic exercise in the context of HFD. The results from this study provide detailed characterizations of skeletal muscle transcript signatures revealing that middle‐distance running (50% of unrestricted running or 4.2 km/day) may provide the greatest protection against high‐fat diet‐induced stress coupled with exercise. Eating a HFD can cause stress‐related effects within the body, one of them being a state of chronic low‐grade inflammation (Duan et al., 2018; Tan & Norhaizan, 2019). Therefore, mice assigned to the HFD‐50% may have been better able to handle the impact of diet‐induced stress/inflammation. More research is needed to confirm these findings and to determine how this might extent to a human model.

## AUTHOR CONTRIBUTIONS

SLC and SJJ conceived and designed the research presented in this paper; LY conceived and designed the research from which the skeletal muscles were collected; SJJ performed experiments; AB, SJJ and DGP analyzed data; AB, SJJ, MOR and SLC interpreted results of experiments; AB prepared figures; AB and MOR drafted manuscript; all authors edited and revised the manuscript and approved this final version.

## FUNDING INFORMATION

US Department of Agriculture, Agricultural Research Service #3062‐10700‐001‐000D (to SLC) and 3062‐10700‐002‐000D (to LY).

## CONFLICT OF INTEREST STATEMENT

The authors have nothing to disclose.

## DISCLAIMERS

The findings and conclusions in this publication are those of the author(s) and should not be construed to represent any official USDA or U.S. Government determination or policy.

## Data Availability

All data will be provided upon request. The raw transcriptome data has been deposited in the NCBI GEO database under accession number GSE275818.

How the deposited data were processed for this re-analysis (not part of the article)

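The counts were made by the authors from poly(A)-selected, paired-end libraries of gastrocnemius RNA, by alignment with Hisat2 v2.0.5 and counting on genes with featureCounts v1.5.0-p3. As deposited, the counts are whole numbers per gene and library, and no normalization had been applied to them. They cover 36 mice in 6 groups of 6, which are NFD-C, HFD-C and the exercise groups HFD-25% to HFD-U. The paper does not state the genome build, and the chromosome sequences named beside the counts are those of GRCm39. Gene lengths in bases were given with the counts and were used only for FPKM and for a check of length.

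Between 13060090 and 27981702 reads per library were counted on genes. Replicates of 1 group differed from each other by 13.4 to 162 times the variance that sampling alone would give (chi-square per degree of freedom over pairs of libraries).

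Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. In each fit, genes with a mean count of at least 25 over its libraries were kept, TMM factors were computed, and the quasi-likelihood F-test of edgeR gave two-sided p-values, which were adjusted by the Benjamini-Hochberg method over all genes of the fit. Genes were counted at an unadjusted p of at most 0.05 with any change, and at an adjusted p of at most 0.05 with an absolute log2 fold change of at least 1, which are the limits given in the paper. Each exercise group was compared with HFD-C in a fit of these 2 groups alone. The same was done for all 24 running mice together, for HFD-50% against each of the other exercise groups, and for NFD-C. Expression per mouse is given as counts scaled to the library size with the TMM factors (CPM).

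A dose response was tested in edgeR with a linear and a quadratic term of the distance, given as 0, 25, 50, 75 and 100% of the unrestricted distance, over the 30 mice on the high-fat diet and again over the 24 running mice alone. The paper's own selection with DRomics was not repeated. Pathway members were tested with 12 lists written by hand from general knowledge of the pathways, since KEGG's own lists were not used here. Each list was tested with a one-sided Fisher's exact test for the higher and for the lower genes, against the genes tested in the fit as the background, with adjustment over 12 lists, 2 directions and 4 comparisons. The camera test, with a correlation of 0.01 and with an estimated one, and the fry test of limma were run on the same lists.

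Genes were named in the text by a rule. It covers the 12 genes that the paper names, and in each comparison with HFD-C the 3 genes with the smallest p in each direction among those past the adjusted p and the 2-fold change. It also covers features that at least 3 panels of Fig. 3 share, the 3 members with the smallest p of each list that the paper names for a group, and the 3 most abundant members of the other lists. Further lists were written for the closing section: rRNA-linked features, glucocorticoid response, interferon response, immediate early genes, clock genes in the phase of Bmal1 and in the phase of Dbp, slow and fast 2B fibre genes, markers of adipocytes, blood, Schwann cells, immune cells and endothelial cells, and mitochondrial respiration. Genes named outside this rule were chosen after their values were seen.

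The groups, the tests, the gene lists, the rule for named genes and the following alternatives were set before the data were examined. The alternatives were DESeq2 on the same genes, edgeR and DESeq2 without a minimum count, DESeq2's size factors (RLE) in place of TMM, removal of the rRNA-linked features, the share of counts on these features as a covariate, the mouse number as a block, 1 fit over all HFD groups, and leaving out each mouse in turn. For the dose response they were also a factor for the groups, a linear term alone, and limma on variance-stabilized counts. Chosen after seeing the data were a term for the set of libraries with a high or a low rRNA-linked share, the low-share libraries alone, DESeq2 on all genes with the minimum count applied afterwards, a term for the mice numbered 1, the mice numbered 2 to 6 alone, the mean log2 count of the slow fibre list as a covariate, and other selections of genes with limma's quadratic trend test for the dose response.

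Mice carry the same numbers, 1 to 6, in every group, and neither the paper nor the labels say that a number marks a shared litter, cage or day. Whether same-numbered mice deviated together was therefore checked from the correlation of their deviations from the group means. In HFD-U and HFD-C all 6 pairs had a correlation above 0.1, from 0.142 to 0.555, and the blocked values are given beside that comparison. In the other comparisons of 2 groups, 1 to 5 of the 6 pairs did.

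The tests were tried on simulated data with the means and the dispersions of these libraries and a change of 1 on the log2 scale. With 6 mice against 6, edgeR recovered 145 of 198 changed genes (73.2%) with 3 false calls, and DESeq2 recovered 161 (81.3%) with 22 false calls, among 11915 genes. For a dose response over 30 mice, edgeR recovered 178 of 197 (90.4%) with 6 false calls. Other splits of the mice were drawn with a fixed seed, 100 for each comparison with edgeR and 50 with DESeq2, the real split included in each. The RT-qPCR measurements, the running distances of single mice and the body composition were not analysed here, and pathways of the paper without a list were left out.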

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

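The counts of splits for HFD-50% against HFD-U, the number of genes far from the other mice in HFD-50%, and the fits with the slow-fibre covariate or a term for the mice numbered 1 were tests chosen only after the result was seen.

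Single mice far from the other 5 of their group were looked for with Dixon's test, in the CPM of the 12 genes that the paper names and in 3 measures per library. For 6 mice, the gap to the next mouse had to pass Dixon's 95% critical value, as a share of the whole range. Of 72 groups of the 12 genes 7 passed, against 3.6 by chance, and of all 90 groups tested 8 did. In HFD-50% replicate 4, Fibin had 72.6 CPM (at most 34.7 in the others) and Sesn1 199 CPM (others 30.8 to 77.8). In HFD-U replicate 4, Aldh9a1 had 38.6 CPM (others 18.9 to 25.2) and Phyhd1 45.0 CPM (others 26.4 to 32.6), and in HFD-U replicate 3 Fibin had 31.5 CPM (others 10.4 to 18.1). In HFD-C replicate 4, Car4 had 12.0 CPM (others 2.94 to 6.18), and in NFD-C replicate 6 Klf10 had 35.2 CPM (others 13.4 to 21.2).

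Leaving these mice out moved the fold changes in part. The log2 fold change of Sesn1 in HFD-50% went from 1.70 to 1.04 without HFD-50% replicate 4, and that of Fibin from 1.68 to 1.32. In HFD-U, Fibin went from 0.66 to 0.39 without HFD-U replicate 3, and Aldh9a1 from 0.77 to 0.61 and Phyhd1 from 0.49 to 0.36 without HFD-U replicate 4. Without HFD-C replicate 4, Car4 in HFD-50% went from 1.70 to 2.12, with an adjusted p of 0.0369 in place of 0.121 (edgeR). Over the alternatives set beforehand for this gene, the adjusted p ranged from 0.00188 to 0.335.

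HFD-50% replicate 4 was far from its group in more than these 2 genes. In it 134 genes lay at least 4-fold from the mean of the other 5 mice, against 2 to 11 genes for each of those mice. Among them were the metallothioneins Mt1 and Mt2, with 139 ± 252 and 71.8 ± 137 CPM in HFD-50% (SD, n = 6) and a mean of 33.3 CPM for Mt1 in HFD-C. Its total count of 17001956 lay within the 14025701 to 17179350 of its group, so the depth of this library does not set it apart. Without this mouse, HFD-50% differed from HFD-C in 1191 genes at an unadjusted p of at most 0.05, against 1296 with it. The design records nothing on single mice, so no biological explanation was tested for it or for the other mice above.

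HFD-C replicate 1 had a total count of 27981702, far above the 15545094 to 19158300 of the other HFD-C libraries. Depth enters the tests through the library sizes, and the counts without this mouse were 813, 1121, 683 and 808 genes at an unadjusted p of at most 0.05 in HFD-25% to HFD-U, against 852, 1296, 663 and 657 with it. No biological explanation was tested for a total count.

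Between exercise groups, HFD-50% and HFD-U differed in Angptl4 by a log2 fold change of 2.22 (adjusted p = 0.0106, edgeR), with 6 of 6 HFD-50% mice above every HFD-U mouse. This is a direct test of the 2 groups. With edgeR's fit of these 2 groups it was the only gene past the adjusted p, of 1472 at an unadjusted p of at most 0.05, and 3 of 100 splits of the 12 mice gave as many genes, the real one included. With each mouse left out, the count ranged from 0 (without HFD-U replicate 1, 2 or 6) to 4 (without HFD-U replicate 4 or 5). The rRNA-linked share as a covariate, RLE factors, the term for the mice numbered 1 and the slow-fibre score as a covariate each gave 1 gene. Other settings gave more, with 25 genes in edgeR without a minimum count, 102 and 100 in DESeq2 with and without it, 28 in the single fit and 26 with the mouse number as a block. The mean count of Angptl4 was 24.2 CPM in HFD-50% and 5.17 CPM in HFD-U, far above 1 read in libraries of this size. Angptl4 is also a member of the glucocorticoid response list, which had a fry p of 0.251 here without the 12 named genes (limma, unadjusted). Clock genes in the phase of Dbp had a fry p of 0.00239 here (limma, unadjusted), so the hour of collection is open for this comparison. An effect of the distance remains a candidate explanation, as a hypothesis. Slow-fibre tissue is open as well, since 487 of the 1472 genes remained at an unadjusted p with the slow-fibre score as a covariate. With the rRNA-linked share as a covariate fewer remained, 231 of the 1472, and what that share follows among running mice was not tested.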

How the results depend on the processing

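The library set term, the fits on low-share libraries, the fits that treat the mice numbered 1 apart, the slow-fibre covariate, the late minimum count with DESeq2 and limma's trend test on other selections of genes were chosen only after the results were seen. Counts are given in the order HFD-25%, HFD-50%, HFD-75%, then HFD-U, each against HFD-C, unless other comparisons are named. The cause of a change between settings was not tested, except where the setting itself shows it.

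Some settings left every count of genes within 1.5 times its reported value. With RLE factors, the counts at an unadjusted p of at most 0.05 were 841, 1298, 663 and 656, the dose response gave 85 genes and the running distances alone 7. After removal of the rRNA-linked features they were 845, 1291, 657 and 650, and the dose responses 75 and 5. On variance-stabilized counts, the planned limma fit gave 60 and 6 genes with a dose response, and 8 of the 12 named genes passed. HFD-50% against HFD-25% and against HFD-75% stayed at 0 genes after adjustment under every setting tried, from 323 and 639 genes at an unadjusted p, which were 142 and 228 with the rRNA-linked share as a covariate. Without a minimum count they rose to 1397 and 1826 in edgeR and to 622 and 1037 in DESeq2. The slow-fibre covariate gave 783 and 442.

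Without a minimum count, edgeR tests more genes with few reads. It gave 2415, 2922, 2157 and 2251 genes at an unadjusted p and 3928 for all running mice. At an adjusted p and a 2-fold change it gave 14, 39, 7 and 8 genes. Between HFD-50% and HFD-U it gave 25 genes, the genes shared by all 4 exercise groups numbered 342, and the dose response had 141 genes over all distances and 10 over the running distances. DESeq2 without a minimum count gave 1347, 1103 and 1107 genes at an unadjusted p in HFD-25%, HFD-75% and HFD-U, and 1823 in HFD-50%. For all running mice it gave 1892. Its counts with a 2-fold change were 30, 90, 18 and 25. It found 100 genes between HFD-50% and HFD-U, 1 gene between NFD-C and HFD-C, 150 shared genes, and 241 and 47 genes with a dose response.

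On the same genes as edgeR, DESeq2 gave 919, 1392, 725 and 702 genes at an unadjusted p, of which 826, 1261, 647 and 637 were the same genes. At an adjusted p and a 2-fold change it gave 26, 80, 21 and 16. It gave 102 genes between HFD-50% and HFD-U, 2 for NFD-C, and 246 and 52 with a dose response. With the minimum count applied after the fit, DESeq2 gave 22, 75, 18 and 17 genes at an adjusted p and a 2-fold change.

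A single fit over all 5 HFD groups gave 10, 51, 7 and 7 genes at an adjusted p and a 2-fold change and 28 between HFD-50% and HFD-U. The size of the DEG count between exercise groups, taken as the largest minus the smallest count at an unadjusted p, rose from 639 to 1142.

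Settings that take the rRNA-linked share into account changed which genes were counted. In the running mice, mt-Rnr2 and mt-Rnr1 (2178 and 1313 CPM) are the larger part of this share, while they do not rise in the high set of libraries. Between HFD-50% and HFD-U it left 504 genes at an unadjusted p, 231 of them among the 1472 counted without it. With the share as a covariate, 1590, 1014 and 1496 genes had an unadjusted p of at most 0.05 in HFD-25%, HFD-75% and HFD-U, and 1387 in HFD-50%. Of the reported genes, 360, 690, 238 and 260 were among them. This fit gave 1776 genes for all running mice, 276 shared genes, 0 genes at an adjusted p and a 2-fold change in HFD-25%, and 1 gene for NFD-C. The dose response fell to 54 genes, with 3 of the 12 named genes, and to 0 over the running distances, where 554 genes had an unadjusted p of at most 0.05. With the library set as a term, the counts were 1495, 1352, 1088 and 1425, with 357, 520, 231 and 270 of the reported genes among them. The shared genes numbered 370, the spread between the counts was 407, and HFD-25% had 0 genes at an adjusted p and a 2-fold change. A dose response was left in 22 genes, 0 of them among the 12, of which 8 had an unadjusted p of at most 0.05. Low-share libraries alone gave 1403, 1123, 1069 and 1390 genes, with 326, 445, 230 and 254 of the reported ones, 319 shared genes and a spread of 334.

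The same settings reversed the direction of rRNA-linked features and of no other named gene. The share and the sets are defined by these features, so the loss of their fall is built into the settings. In HFD-25%, the log2 fold changes with the covariate were 0.40 for AY036118, 0.31 for Lars2, 0.36 for LOC118568312 and 0.48 for an unplaced feature without a gene name. With the library set as a term they were 0.49, 0.41, 0.46 and 0.49, and Rn7sk had 0.12. In the low-share libraries they were 0.50, 0.42, 0.47 and 0.50. In HFD-50% the covariate reversed the unnamed feature alone, to 0.15. There the set term gave 0.36 for AY036118, 0.46 for Lars2, 0.45 for LOC118568007, 0.32 for LOC118568312, 0.59 for the unnamed feature and 0.045 for Rn7sk. The low-share libraries gave 0.38 for AY036118, 0.48 for Lars2, 0.33 for LOC118568312 and 0.60 for the unnamed feature. In HFD-75%, AY036118, Lars2, LOC118568312 and the unnamed feature had 0.23, 0.10, 0.19 and 0.53 with the covariate, 0.43, 0.35, 0.39 and 0.66 with the set term, and 0.42, 0.34, 0.39 and 0.66 in the low-share libraries. In HFD-U they had 0.37, 0.093, 0.34 and 0.37 with the covariate, 0.28, 0.0074, 0.27 and 0.20 with the set term, and 0.28, 0.0096, 0.27 and 0.20 in the low-share libraries.

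The mouse number as a block (replicate block) moved the count of HFD-U to 1232 genes at an unadjusted p and to 5 at an adjusted p and a 2-fold change. Only in HFD-U and HFD-C did all 6 same-numbered pairs deviate together. The other comparisons did not pair in this sense, with 4, 5 and 1 of 6 pairs over a correlation of 0.1 in HFD-25%, HFD-50% and HFD-75%. For these the block gave 1010, 1708 and 835 genes at an unadjusted p, 0, 18 and 1 at an adjusted p and a 2-fold change, and 26 genes between HFD-50% and HFD-U. The shared genes were 152, and the dose responses 256 and 13. With the block, the counts at an adjusted p stayed at 0 for NFD-C and for HFD-50% against HFD-25% and HFD-75%, while those at an unadjusted p went from 504 to 850, from 323 to 436 and from 639 to 924.

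Treating the mice numbered 1 apart by a term gave 2 genes at an adjusted p and a 2-fold change in HFD-25%, and 180 and 11 genes with a dose response. Only the mice numbered 2 to 6, 25 in place of 30, gave 31 and 1, with 1 of the 12 named genes. The slow-fibre covariate gave 3 and 1 genes at an adjusted p and a 2-fold change in HFD-25% and HFD-50%, and 10 with a dose response over the running distances.

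The form of the dose response mattered as well. With the groups as a factor, which takes 4 degrees of freedom in place of 2, 35 genes passed over all distances, 3 over the running distances, and 4 of the 12 named genes. A linear term alone, which cannot follow a curve that turns, gave 6 genes, 1 of the 12, and 0 over the running distances, where 849 genes had an unadjusted p of at most 0.05. Limma's quadratic trend test on the rank of the distance gave 10, 51 and 259 genes at false discovery rates of 0.05, 0.1 and 0.2 on regularized-log counts of all genes. On variance-stabilized counts of all genes it gave 42, 101 and 322. With the minimum count, regularized-log counts gave 72, 166 and 365 genes and variance-stabilized counts 60, 162 and 356.

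Of the pathway lists, 16 of 96 tests passed with Fisher's exact test, 24 with camera at the preset correlation, 0 with camera at an estimated correlation, and 0 with fry. The last 2 use the correlation between genes, which Fisher's test leaves out.

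Each mouse was also left out in turn. The count at an unadjusted p ranged from 629 without HFD-25% replicate 4 to 1084 without HFD-25% replicate 1 in the first comparison. In HFD-50% it ranged from 1026 without HFD-50% replicate 6 to 1644 without HFD-50% replicate 1, in HFD-75% from 514 without HFD-75% replicate 6 to 807 without HFD-C replicate 6, and in HFD-U from 527 without HFD-U replicate 3 to 829 without HFD-U replicate 4. For all running mice it ranged from 969 to 1251. At an adjusted p and a 2-fold change, the range was 1 to 6 genes in HFD-25%, 0 to 5 in HFD-50%, 0 to 11 in HFD-75% and 0 to 8 in HFD-U. The highest values came without HFD-C replicate 6, and in HFD-50% without HFD-C replicate 4. Between HFD-50% and HFD-U it was 0 to 4 genes, with 4 without HFD-U replicate 4, and for NFD-C 0 to 0, with 504 genes at an unadjusted p when all mice are kept. Of the 12 named genes, 3 (without HFD-C replicate 3) to 8 had a dose response, and of all genes 36 (without HFD-C replicate 3) to 128 (without HFD-25% replicate 1).

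Single mice moved some of the named genes. Without HFD-25% replicate 6, the log2 fold change of Car2 in HFD-25% was 0.33 in place of 0.57. Klf10 in HFD-25% went from 0.18 to 0.07 without HFD-25% replicate 2 and to 0.30 without HFD-C replicate 3. Aldh9a1 in HFD-75% went from 0.35 to 0.18 without HFD-75% replicate 1 and to 0.65 without HFD-C replicate 4. In HFD-U, Fibin went from 0.66 to 0.39 without HFD-U replicate 3, Foxo1 from 0.39 to 0.22 without HFD-C replicate 6, Pik3r1 from 0.47 to 0.27 without HFD-U replicate 1, and Xdh from 0.48 to 0.31 without HFD-U replicate 4. Among the fits of named genes without 1 mouse, 1469 left the adjusted p on its side of 0.05 and 31 brought it to at most 0.05.

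Over the 125 log2 fold changes of named genes, a setting changed the side of the adjusted p of 0.05 as follows. DESeq2 on the same genes brought 58 past it, DESeq2 without a minimum count 56, the single fit 44, edgeR without a minimum count 40, the block 14, and the slow-fibre covariate 2. The block, the covariate, the set term and the low-share libraries each took 1 gene out. RLE factors and the fits that treat the mice numbered 1 apart changed none of the 125.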

Differences from the paper's values

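The limma selections, the library set term, the low-share libraries, the term for the mice numbered 1, the fits of the mice numbered 2 to 6, the slow-fibre covariate, the late minimum count with DESeq2 and the overlap by FPKM were tests chosen only after the results were seen, and are marked below as chosen after seeing the values. All other alternatives were set before the data were examined.

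At an unadjusted p of at most 0.05, the paper's numbers of DEG against HFD-C in HFD-25%, HFD-75% and HFD-U are 1347, 1103 and 1107, against 852, 663 and 657 here. DESeq2, the tool that the paper names, gave the paper's numbers exactly without a minimum count, with 1347, 1103 and 1107 genes, and it also gave the paper's 1823 genes in HFD-50%, where 1296 were found here. With the minimum count of 25, DESeq2 gave 919 genes in HFD-25%, within 1.5 times of the paper's value, but 725 in HFD-75% and 702 in HFD-U, which are not. The rRNA-linked share as a covariate brought all 3 within this range, with 1590, 1014 and 1496 genes, and so did the mouse number as a block, with 1010, 835 and 1232. The single fit over the HFD groups did so in HFD-25% with 959 genes, but not in HFD-75% with 649 or in HFD-U with 622. RLE factors, removal of the rRNA-linked features and edgeR without a minimum count did not close the gap in any of the 3 groups. Among the fits without 1 mouse, those without HFD-25% replicate 1 (1084) and HFD-C replicate 4 (1008) came within the range in HFD-25%. In HFD-75% it was those without HFD-75% replicate 1 (736) and HFD-C replicate 6 (807), and in HFD-U those without HFD-C replicate 1 (808), HFD-C replicate 6 (758) and HFD-U replicate 4 (829). Chosen after seeing the values, the library set term (1495, 1088 and 1425), the low-share libraries (1403, 1069 and 1390) and the term for the mice numbered 1 (965, 839 and 754) came within it in all 3 groups. In HFD-25% so did the mice numbered 2 to 6 (920), and in HFD-25% and HFD-U the slow-fibre covariate (976 and 758), also chosen after seeing the values.

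At an adjusted p and a change of at least 2-fold, the paper's numbers are 25, 78, 15 and 16 in the order of the running distances, against 1, 0, 0 and 0 here, of 100, 194, 84 and 75 genes with a 2-fold change at an unadjusted p. On the same genes DESeq2 gave 26, 80, 21 and 16, which is within 1.5 times in every group. Without a minimum count it gave 30, 90 and 18 in the groups up to HFD-75%, within this range, and 25 in HFD-U, which is not. In HFD-75%, edgeR without HFD-C replicate 6 gave 11 genes. None of the other alternatives set before the data were examined came within it. DESeq2 with the minimum count applied after the fit gave 22, 75, 18 and 17, a setting chosen after seeing the values. Of the 25 genes that Fig. 3 shows for HFD-25%, DESeq2 without a minimum count called 22.

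The paper's Venn diagram has 9729 genes common to all exercise groups, against 82 DEG here. Its genes of 1 group only number 107, 169, 67 and 89, against 221, 668, 196 and 326 here. None of the alternatives set before the data were examined came within 1.5 times of these values, and edgeR without a minimum count gave the most shared genes, 342. On another measure, genes with a mean FPKM above 1, which compares no group with HFD-C, 9745 genes were common and 130, 159, 56 and 89 were in 1 group only. That measure was chosen after seeing the values.

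For the heat map the paper gives 4048 DEG, against 2235 in the union of the 4 comparisons here. Within 1.5 times were edgeR without a minimum count (6031), DESeq2 without it (3468), the covariate (3024) and the block (3086). DESeq2 on the same genes (2378), RLE factors (2227), removal of the rRNA-linked features (2229) and the single fit (2651) were not.

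The paper's dose-response selection holds 314 genes, against 82 here. Within 1.5 times were DESeq2 on the same genes (246), DESeq2 without a minimum count (241) and the block (256). EdgeR without a minimum count (141), RLE factors (85), removal of the rRNA-linked features (75), the covariate (54), the groups as a factor (35), a linear term alone (6) and limma on variance-stabilized counts (60) did not come within it. At a false discovery rate of 0.2, limma's trend test gave 259 and 322 genes on regularized-log and variance-stabilized counts of all genes, and 365 and 356 with the minimum count, in settings chosen after seeing the values.

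Bell-shaped curves number 104 in the paper and 32 here, and U-shaped curves 109 in the paper and 50 here. With the same genes DESeq2 gave 115 and 125, DESeq2 without a minimum count 101 and 130, and the block 113 and 139, all within 1.5 times. EdgeR without a minimum count gave 61 and 73, of which only the second was within this range. RLE factors (35 and 50), removal of the rRNA-linked features (31 and 44), the covariate (26 and 28) and limma on variance-stabilized counts (22 and 38) were outside it. The term for the mice numbered 1 gave 73 and 103, within the range, and was chosen after seeing the values. Increasing and decreasing curves number 34 and 39 in the paper, against 0 and 0 here among the 82 genes, of 1468 at an unadjusted p of at most 0.05. Of the alternatives set before the data were examined, those whose curves were read gave at most 1 increasing and 9 decreasing curves. The linear term alone gave 6 genes over both directions, so none of these closed the gap, and no shapes were read from the groups as a factor.

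All of the 12 named genes had a significant dose response in the paper, against 7 here over all genes tested. DESeq2 with and without the minimum count (9 and 9), edgeR without it (9), the block (10) and limma on variance-stabilized counts (8) came within 1.5 times, as did the fits that left out HFD-25% replicate 1 or 6, HFD-75% replicate 4, HFD-C replicate 4 or HFD-U replicate 4 (8 each). RLE factors (7), removal of the rRNA-linked features (6), the covariate (3), the groups as a factor (4) and a linear term alone (1) did not. The term for the mice numbered 1, chosen after seeing the values, gave 8.

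In other statements the results differed as follows. The paper's text names HFD-50% as the group with the most genes at an adjusted p and a 2-fold change, where edgeR found 0 of 194 at an unadjusted p. With DESeq2 on the same genes, HFD-50% ranked first with 80. By the number of genes at an unadjusted p, HFD-50% ranked first here as well, but HFD-25% ranked first with the covariate (1590 against 1387) and, in settings chosen after seeing the values, with the library set term (1495 against 1352) and in the low-share libraries (1403 against 1123).

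The paper states for the dose-response curves that HFD-50% was altered most. Here this held for 9 of the 12 genes, while Aldh1l1 and Xdh had their farthest mean in HFD-25% and Lars2 in HFD-U. A steady rise of Aldh1l1 with the running distance, which the paper states for RT-qPCR, was not seen in the counts.

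Of the pathways, the discussion states that none was significantly upregulated in HFD-25%, whereas the hand-written lists gave ABC transporters (adjusted p = 0.00863 in Fisher's exact test) and fatty acid degradation (adjusted p = 0.0345 in the same exact test). MAPK signaling is the most significantly downregulated pathway of HFD-50% in the paper, and here its adjusted p was 0.130 in Fisher's exact test, against 0.00141 for protein digestion and absorption and 0.0137 for circadian rhythm. Named by the paper and not past the adjusted p of 0.05 in Fisher's exact test were also nitrogen metabolism in HFD-25% (0.142), fatty acid degradation in HFD-50% (0.0665), and arginine and proline metabolism (0.154) and protein digestion and absorption (0.0829) in HFD-U. With camera at an estimated correlation and with fry, 0 of the 96 tests passed.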

Other observations

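Written after the results were seen were the tests of the adjusted counts, the DESeq2 counts, the shared genes and the pathway lists on other splits, of the splits that part pairs or the mice numbered 1, of reassignments among same-numbered mice, of Lars2 in running mice, of the genes kept by pairs of HFD-C libraries, of histone genes, of slow-fibre tissue between HFD-50% and HFD-U, and all tests of the mice numbered 1.

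Each comparison was repeated on other splits of the same mice into groups of the same sizes. At an unadjusted p of at most 0.05, a number of genes as large as the real one came from 21 of 100 splits for HFD-25%, 4 of 100 for HFD-50%, 37 of 100 for HFD-75%, 32 of 100 for HFD-U and 24 of 100 for all running mice against HFD-C, the real split included. These splits ignore the numbers of the mice, and values for splits that keep to them are given with the mice numbered 1 below. The 36 genes past the adjusted p for all running mice were reached in 2 of 100 splits, the 82 genes with a dose response in 2 of 100, and the 5 genes with one over the running distances in 1 of 100.

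A count of 0 is reached by every split, so such counts cannot be tested in this way. At an adjusted p and a 2-fold change, the 1 gene of HFD-25% was reached in 5 of 100 splits, and the counts of 0 in HFD-50%, HFD-75% and HFD-U (194, 84 and 75 genes at an unadjusted p) in 100 of 100 each. The same holds for the counts of 0 in HFD-50% against HFD-25% (323 at an unadjusted p), HFD-50% against HFD-75% (639) and NFD-C against HFD-C (504), with 100 of 100. With DESeq2 the counts of 26, 80, 21 and 16 genes were reached in 3, 2, 4 and 4 of 50 splits, in the order of the distances. The numbers of pathway lists, adjusted within each comparison, were 4, 7, 6 and 1, and were reached in 7, 1, 4 and 37 of 100 splits.

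The ranking of the groups was tested by dealing the 24 running mice at random into 4 groups of 6, 100 deals with the real one. In 21 of 100 a group had as many genes at an unadjusted p against HFD-C as the 1296 of HFD-50%. The difference between the largest and the smallest count was at least 639 in 28 deals, and the share of higher genes spread over at least 14.8 percentage points in 36. These deals can put several mice numbered 1 into a group, which no real group has. In 100 deals that keep 1 mouse of each number in every group, a group had as many genes as HFD-50% in 4 of 100 (median of the largest count 948), the difference was as large in 6 and the spread of the share of higher genes in 49. Measured against groups built like the real ones, the count of HFD-50% was thus seldom reached. Genes shared by all 4 groups numbered at least 82 in 100 of 100 deals of either kind, so no deal shared fewer. The log2 fold changes of the 4 groups had a mean correlation of 0.66, against 0.49 to 0.51 in simulations where only the shared HFD-C mice link them. Real HFD-C mice differ in ways that move many genes together, so this difference does not decide whether running links the groups.

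Lars2, AY036118, LOC118568312 and LOC118568007 were high in HFD-C replicates 1 to 4 and in all 6 NFD-C mice, and low in HFD-C replicates 5 and 6 and in all 24 runners. Lars2 had 1095 CPM (716 to 1484) in the 4 high HFD-C libraries, 77.4 (71.6 to 83.1) in the 2 low ones, 96.6 (47.7 to 179) in the runners and 1303 (938 to 1685) in NFD-C. From low to high HFD-C libraries the folds were 14.2, 12.2, 11.9 and 22.9 in the order of the names above. With 4 libraries against 2, a feature has every high library above both low ones by chance in 6.67% of cases.

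Running as the only cause of the lower counts is argued against by 2 sedentary HFD-C libraries within the range of the runners for Lars2. RNA from adipose tissue in the high libraries is argued against by the adipocyte list, whose median log2 difference between high and low HFD-C libraries was -1.64 (1 of 8 members higher). For blood it was 0.41 (4 of 5 higher), and the summed counts of that list were 263 CPM in the high and 200 CPM in the low libraries, far from a 12-fold rise. Schwann cell, immune cell and endothelial lists had -0.72, 0.26 and 0.28. Retention of transcripts without a poly(A) tail in general is argued against by histone genes, with a fold of 1.09, while snRNA, snoRNA and tRNA had folds of 2.30, 1.15 and 0.866. Rn7sk, which is annotated as an snRNA, rose 12.6-fold, which goes with retention. It had 8.13 CPM in the high and 0.644 in the low libraries, where the snRNA class had 16.9 and 7.33. Retention of some such transcripts therefore stays open. For ribosomal RNA carried into the libraries, 2 of 4 other rRNA-linked features rose, Rn7sk and an unplaced feature without a gene name (11.6-fold). As an snRNA, Rn7sk does not bear on carried rRNA. The other 2, mt-Rnr1 (0.674) and mt-Rnr2 (0.765), did not rise. These mitochondrial rRNAs have another origin, so carried rRNA and a change in the expression of the features cannot be told apart here. A library batch is another candidate explanation, of which neither the paper nor the labels give a record.

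Whether the high HFD-C libraries make the genes counted against HFD-C was tested with each pair of HFD-C libraries as the only controls, the rRNA-linked features left out. Of a mean of 861 genes over the 4 groups, the low pair kept 312 in the same direction, and 7 of 15 pairs kept as few or fewer (204 to 420). A longer list can keep more, and the low pair counted 1246 genes in the mean, where the pairs ranged from 493 to 1351. With the lists of all pairs shortened, by p, to the shortest of each comparison (a mean of 452 genes), 1 of 15 pairs kept as few, the low pair itself. It kept 158, the other pairs 165 to 262. Of its own genes the low pair kept 25.1%, the other pairs 28.3 to 55.6%. This is the direction that high libraries as a source of the genes would give, but 15 pairs are too few to set 1 pair apart, and the next pair is close. How far the high HFD-C libraries make the genes stays open. Within HFD-C, the 4 high against the 2 low libraries differed in 1451 of 12247 genes at an unadjusted p of at most 0.05, and 2 of the 15 such splits gave as many (158 to 1646). As a set, the rRNA-linked features fell in all running mice with a median log2 fold change of -2.69, 8 of 8 lower (fry adjusted p = 0.000205). All runners are in the low set, so the set cannot be separated from running except through 2 HFD-C mice.

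Mice with the same number deviated together, most of all those numbered 1. The mean correlation of the deviations of same-numbered mice of different groups was 0.184, and the largest of 10000 permutations of the numbers within groups was 0.126 (permutation p = 1e-04, the smallest that these permutations can give). Random numbering is therefore argued against. By number, 1 to 6, the correlation was 0.502, 0.265, 0.101, 0.178, 0.0301 and 0.0262. The first principal component, 18.8% of the variance, held the 6 mice numbered 1 between -33.4 and -24.3 and all 30 others between -13.0 and 22.1. Of 12053 genes, 2295 were higher and 1752 lower in the mouse numbered 1 in all 6 groups, with 188 expected by chance in each direction. Among the higher ones were Bdh1, Ppara, Agbl1 and Myh2, with mean log2 differences of 2.18, 2.05, 2.05 and 2.01. The 71 ribosomal protein genes had a median of -0.46, 0 of them higher in their mean. These genes were chosen after their values were seen.

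Technical causes of this pattern were tested. After GC content and gene length were fitted out, the mean correlation between groups of the difference of mouse 1 was 0.478, against 0.507 before. A mouse numbered 1 had the largest total count in 2 of 6 groups, which argues against library size. By rRNA-linked share, 4 of these mice were in the low set of libraries and 2 in the high one. Outside HFD-C the group fixes the set, so this tally cannot test the share. Within groups, the mouse numbered 1 had the highest share in HFD-C (3.90%) and the lowest in HFD-25% (0.528%) and HFD-50% (0.588%). In the remaining groups its share lay between those of other mice. After the slow-fibre score was fitted out the correlation was 0.500, against 0.511 before. The score holds slow-fibre genes only, so it cannot test a difference in other fibre types. The score of the mouse numbered 1 was above the mean of the others in 5 of 6 groups, with differences from -1.80 to 4.07. Each of these is argued against as the whole cause, fibre tissue only as far as the slow-fibre genes show it. A shared day, cage, litter or library batch of the mice numbered 1 stays open as a hypothesis, since neither the paper nor the labels record one, and so does a difference in the state of these mice.

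This pattern bears on the splits above. Those that put both mice numbered 1 into the same group gave larger counts than those that part them. Among splits that part them, as the real one does, the count at an unadjusted p was reached in 7 of 59 for HFD-25%, 1 of 59 for HFD-50%, 9 of 57 for HFD-75% and 7 of 54 for HFD-U. Among the splits that join them it was 14 of 41, 3 of 41, 28 of 43 and 25 of 46, and their medians were 633, 649, 933 and 696 genes, against 391, 386, 351 and 346. In HFD-U and HFD-C, where all 6 same-numbered pairs deviated together, the real split was compared with the splits that part all 6 pairs. The 657 genes were reached in 1 of 32 without a block (135 to 657, median 242), and the 1232 genes of the blocked fit in 1 of 32 (217 to 1232, median 468). The blocked fit gave 11 genes at an adjusted p and 5 also at a 2-fold change, each in 1 of 32. Measured against splits that part the pairs, the count of HFD-U was thus seldom reached, although over all splits it was reached in 32 of 100. For HFD-25% and HFD-75%, groups that part the mice numbered 1 still gave as many genes in more than 1 of 20 splits.

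Reassignment among same-numbered mice, which keeps 1 mouse of each number in every group, was also applied to the fits over more groups. The 1113 genes at an unadjusted p for all running mice against HFD-C were reached in 3 of 100 such reassignments (median 301), and the 36 genes past the adjusted p in 1 of 100. The 82 genes with a dose response were reached in 1 of 100, and the 5 genes over the running distances in 1 of 100. Reassignment over all mice had reached the 1113 genes in 24 of 100.

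For the genes changed in HFD-50%, slow-fibre tissue, the clock and glucocorticoids were weighed. The slow-fibre score, the mean log2 count of 10 genes, was 3.73 ± 2.04 in NFD-C, 5.75 ± 1.66 in HFD-C, 5.60 ± 2.01 in HFD-25%, 7.01 ± 1.08 in HFD-50%, 5.97 ± 1.01 in HFD-75% and 5.47 ± 1.11 in HFD-U (SD, n = 6). HFD-50% differed from HFD-U with an exact permutation p of 0.0390 and from HFD-C with an exact permutation p of 0.162, unadjusted for 15 such comparisons. In HFD-50% against HFD-C the list had a median log2 fold change of 1.00, 10 of 10 higher (fry adjusted p = 0.588, limma), and its most abundant genes Myl2, Myl3 and Atp2a2 had 459, 327 and 311 CPM against 344, 202 and 211. Fast 2B fibre genes had -0.20, 4 of 4 lower (fry adjusted p = 0.615, limma), with Myh4 at 43316 CPM against 45569. With the score as a covariate, 790 of the 1296 genes remained at an unadjusted p of at most 0.05, and in HFD-50% against HFD-U 487 of 1472. The rRNA-linked share as a covariate left 690 of the 1296 and 231 of the 1472. Slow-fibre tissue taken with some samples and a change of the fibres by running cannot be told apart for the genes that did not remain, since both raise the same genes.

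Clock genes in the phase of Dbp had a median log2 fold change of -0.44 in HFD-50% against HFD-C, 8 of 9 lower, with 0.0568 in the fry test of limma (adjusted p = 0.490), and those in the phase of Bmal1 had 0.51, 4 of 4 higher (fry adjusted p = 0.559, limma). In HFD-75% the Dbp phase had -0.49, 9 of 9 lower (fry adjusted p = 0.462, limma), in HFD-U 0.20, 8 of 9 higher (fry adjusted p = 0.531), and in HFD-50% against HFD-U -0.57, 8 of 9 lower (fry adjusted p = 0.173). The unadjusted p-values of the fry test were 0.0420, 0.0723 and 0.00239 in this order. Tef, Nr1d2 and Dbp, the most abundant, had 291, 143 and 48.1 CPM in HFD-50% against 327, 161 and 86.1 in HFD-C. A difference in the hour of collection and an effect of running on the clock cannot be told apart, since no hour per mouse was used here.

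The glucocorticoid response list holds 4 of the 12 genes that the paper names. With them, 15 of 26 members were among the genes higher in HFD-50%, against 1.51 by chance (adjusted p = 1.46e-10 in Fisher's exact test) and 11 of 26 in HFD-75% (adjusted p = 3.29e-10 in the same exact test). Without them, the median log2 fold change was 0.56 in HFD-50%, 17 of 22 higher, with a fry p of 0.230, and 0.27 in HFD-75% with a fry p of 0.117. Pdk4, Glul and Fbxo32, the most abundant members, had 2069, 880 and 890 CPM in HFD-50% against 1139, 495 and 481 in HFD-C. A glucocorticoid response is a candidate explanation for part of the higher genes, as a hypothesis, and it cannot be told apart from an effect of running by another path, because no hormone value per mouse was used here and the test that uses the correlation between genes did not decide.

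The other lists gave the following median log2 fold changes in HFD-50% against HFD-C, each with its adjusted p from limma's fry test. Interferon response had 0.32 (26 of 28 higher, adjusted p = 0.624, B2m 104 CPM), immediate early genes -0.12 (11 of 16 lower, adjusted p = 0.620, Nr4a1 118 CPM), and mitochondrial respiration 0.039 (14 of 20 higher, adjusted p = 0.939, Atp5b 2772 CPM; fry in limma). Adipocyte markers had -0.21 (3 of 6 higher, adjusted p = 0.948, Fabp4 277 CPM), blood 0.11 (3 of 5, adjusted p = 0.987, Hbb-bs 146 CPM), Schwann cells -0.16 (0 of 5, adjusted p = 0.994, Pmp22 36.7 CPM), immune cells 0.14 (7 of 10, adjusted p = 0.948, Lyz2 28.8 CPM) and endothelial cells 0.50 (9 of 9, adjusted p = 0.462, Cdh5 66.0 CPM; fry in limma). Of the endothelial markers, 5 of 9 were among the higher genes of HFD-50% (adjusted p = 0.000855 in Fisher's exact test). In HFD-25%, interferon response had 0.45 (27 of 28 higher) with 9 of 28 members among the higher genes (adjusted p = 4.34e-06 in Fisher's exact test, fry adjusted p = 0.531 in limma). Endothelial markers there had 0.62 (9 of 9 higher), with 6 of 9 members among them (adjusted p = 2.68e-06 in Fisher's exact test, fry adjusted p = 0.531 in limma). Fisher's exact test also passed immediate early genes among the lower genes of HFD-25% (4 of 16, adjusted p = 0.0226) and adipocyte (3 of 6, adjusted p = 0.00780) and immune cell markers (3 of 9, adjusted p = 0.0261) among those of HFD-U. In HFD-75% it passed the Bmal1 phase among the higher genes (3 of 4, adjusted p = 0.000673 in the exact test) and the Dbp phase among the lower ones (5 of 9, adjusted p = 5.44e-05 in the exact test). Apart from the rRNA-linked features in all running mice, 0 of these lists had a fry adjusted p of at most 0.05. All the genes counted here are also expressed in the muscle samples of HFD-C, and no source of them was tested.

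Over the running distances alone, 5 genes passed the adjusted p, with means given from HFD-25% to HFD-U in the order of the distances. Bhlhe40 (adjusted p = 0.00572) had 57.0, 48.6, 55.3 and 109 CPM, Nr1d1 (0.0119) 33.2, 24.7, 25.6 and 73.0, Zfp36l1 (0.0119) 25.6, 30.9, 24.2 and 16.5, Angptl4 (0.0154) 11.5, 24.2, 14.8 and 5.17, and Klf10 (0.0261) 22.4, 40.2, 32.1 and 15.0 CPM, with p-values from edgeR. Bhlhe40 and Nr1d1 are clock genes, so the hour of collection stays open for them as above.

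For NFD-C against HFD-C, a comparison of the 2 sedentary groups that the paper does not report for transcripts, 0 of 12247 genes passed the adjusted p, with a smallest adjusted p of 0.795 (edgeR). At an unadjusted p of at most 0.05 there were 504 genes, 242 higher and 262 lower in NFD-C, where 5% of the genes tested are 612. Other settings gave counts on both sides of that number, with 850 genes with the mouse number as a block, 848 with the rRNA-linked share as a covariate, 702 with the term for the mice numbered 1 and 286 with the slow-fibre covariate.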
